# Role of murine macrophage in temporal regulation of cortisol- and serotonin-induced adipogenesis in pre-adipocytes when grown together

**DOI:** 10.1242/bio.034629

**Published:** 2018-08-10

**Authors:** Sushri Priyadarshini, Biswaranjan Pradhan, Palok Aich

**Keywords:** Microarray, Kinetics, Adipocytes, Macrophages, Co-culture, Psychological stress, Homeostasis, Glucocorticoid, Serotonin

## Abstract

Regulation of adipogenesis, the root cause for obesity, is very poorly understood. However, studies have presented evidence of immuno-metabolic regulation of adipose tissue during periods of chronic psychological stress, leading to adverse conditions related to stress manifestation, including visceral obesity and atherosclerosis. Despite pronounced association of hormonal markers of stress with dys-regulated metabolic states, the contributing signalling events are yet to be established. It is apparent that to understand contributing signalling events we need a model. Although an *in vivo* model is preferred, it is difficult to establish. The current report, therefore, presents an *in vitro* model system for the simulation of adipose tissue in a chronic stress micro-environment by growing pre-adipocytes with macrophages in the presence and absence of stress hormones. In this report, effects of cortisol and serotonin on the kinetics of immune and metabolic changes in adipocytes and macrophage (alone and co-cultured) was studied through whole genome transcriptome profiling. A transition from pro- to anti-inflammatory response in the immune profile of pre-adipocytes, with increasing time in co-culture with macrophages, was observed. This transition was reversed by stress hormones cortisol and/or serotonin.

## Abstract (precis)

**Summary:** Stress-induced obesity is poorly understood *in vivo* at the molecular level. The current report established a novel molecular basis of adipogenesis *in vitro*.

## INTRODUCTION

Adipose tissue, apart from being the primary energy reserve and an important endocrine organ (Kershaw and Flier, 2004), is also a source of fat-derived metabolically active substances (Fain, 2006; Quinkler et al., 2006; Richelsen, 1992; Tang et al., 2015) that are potent pathogenic contributors in modulating systemic inflammatory homeostasis (Fan et al., 2012; Tang et al., 2015). The pathogenic potential of adipose tissue is associated with changes in morphology and cellular functions of the cells that involve (a) aberrant hormonal signalling and (b) excess release of adipokines. Secretion of adipokines leads to systemic low-grade inflammation, as well as altered dynamics of lipid storage to promote secondary diseases through ectopic lipid accumulation, which can lead to metabolic syndromes such as obesity, energy disorders and diabetes (Fan et al., 2012; Suganami et al., 2012; Tang et al., 2015). These disorders, marked by inflammation of adipose tissue, are regulated by infiltration of immune-inflammatory cells and cytokines. Studies have already revealed an increase in the secretion of inflammatory proteins in adipose tissue in obesity (Mraz and Haluzik, 2014; Ohira et al., 2013). The secretion of inflammatory proteins suggests that the resident and infiltrating immune cells in inflamed obese adipose tissue might be an important contributor to inflammation besides the secretion of adipokines. It is also possible that infiltrating immune cells might have also influenced changes in metabolic regulation of adipose tissue (Mraz and Haluzik, 2014; Ohira et al., 2013). The association of adipose and macrophage cells is physiologically important and termed as ATMs (adipose tissue macrophages). ATMs have enormous lipid storage capacity in the form of lipid droplets (Aouadi et al., 2014) and can undergo lipolysis, thereby serving as an important source of free fatty acids and glycerol, which are known regulators of adipose tissue metabolism (Michaud et al., 2013; Saraswathi and Hasty, 2006).

In fact, psychological stress is a well-established contributor to inflammatory metabolic disorders like obesity, diabetes and dyslipidemia (Catalina-Romero et al., 2013; Pouwer et al., 2010; Scott et al., 2012; Tamashiro et al., 2011). Many endocrine factors, such as insulin, catecholamines, insulin like growth factors, growth hormones, glucocorticoids and thyroid hormones influence lipolysis and promote proliferation and differentiation of pre-adipocytes (Chapman et al., 1985; Dicker et al., 2007; Klemm et al., 2001; Lane et al., 1981; Obregon, 2008). Although regulation of adipocyte homeostasis by these endocrine factors has been extensively studied, the signalling events involved are not well understood. Glucocorticoids are well-established hormones, known to be involved in mediating psychological stress responses. Cortisol, a glucocorticoid, is already known to induce adipocyte differentiation as well as promote lipolysis (Feldman and Loose, 1977; Peckett et al., 2011). Research in the past decade has pointed out the peripheral action of serotonin in regulating systemic energy homeostasis, and of serotonin receptors HTR2a and HTR3 in mediating the adipogenic effect of serotonin in adipose tissue (Kinoshita et al., 2010). Serotonin, which is otherwise known as ‘the happy hormone’, is a known neurotransmitter involved in regulating appetite and mood. Enterochromaffin cells in the gut-lining produce 95% of the body's serotonin (Glišić et al., 2006; Young and Leyton, 2002), and it is carried by platelets and mast-cells to the site of inflammation (Dürk et al., 2013; Peckett et al., 2011; Sepiashvili et al., 2013). In cases of chronic psychological stress, stress hormones like cortisol can induce adipocyte hypertrophy (Spesivtseva et al., 1979) and adipose tissue inflammation (Lee and Aich, 2002), making adipose tissue an ideal site for the dumping of serotonin by mast cells and platelets. It has also been reported that adipocytes are themselves capable of producing serotonin and that gut derived serotonin can regulate signalling through HTRs in adipocytes (Stunes et al., 2011; Sumara et al., 2012). So, during a chronic stress episode, inflamed adipose tissue would be subject to very high levels of cortisol and serotonin, and these hormones might together modulate immunological and metabolic functions of inflamed obese adipose tissue. It has been reported that glucocorticoids are capable of up regulating HTRs in adipose tissue (Li et al., 2016), raising speculation that these two hormones might even act together to increase obesity in adipose tissue. In addition to the already known repertoire of genes involved in mediating adipose tissue signalling and function, we hypothesize that there could be a larger network of genes responsive to systemic fluctuations in adipose tissue biology under chronic stress.

In this report, we have explored how stress hormones can modulate immuno-metabolic functions of adipose tissue by co-culturing 3T3L1 pre-adipocyte cells and RAW 247.6 macrophages and treating them with the stress hormones cortisol, serotonin and both cortisol and serotonin together. We have used pre-adipocytes to see how cortisol and serotonin could manipulate naïve cells. The kinetics of the inflammatory and metabolic changes have been followed through whole genome transcriptome profiling at 6, 24 and 48 h for each treatment. The study helped us to identify the systemic changes in pre-adipocytes due to prolonged co-culturing with macrophages, and whether these changes contributed to the adipocyte-macrophage crosstalk. Furthermore, a 48 h time point was chosen to better understand the individual and combinatorial effects of these hormones on co-cultured adipocytes.

## RESULTS

Unless otherwise mentioned, all comparisons were made for pre-adipocytes cultured in the presence of macrophages with respect to time matched pre-adipocytes grown in the absence of macrophages (sometimes referred to as grown alone).

### Kinetics of differentially regulated genes in pre-adipocytes grown in the presence and absence of macrophages

The transcription kinetics of pre-adipocytes co-cultured with macrophages was compared with pre-adipocytes grown alone at 6 h, 24 h and 48 h to identify the genes responsible for interactive modulation of inflammatory and metabolic adipocyte function, and phenotype in co-culture. Fig. 1 shows a qualitative depiction of the kinetic profile of significantly enriched pathways using differentially transcribed genes in each treatment condition at 6 h, 24 h and 48 h (refer to the Supplementary Information for a detailed view and pathway enrichment values). Fig. 1 shows that the total number of differentially regulated genes at the 48 h time point was approximately double that of earlier time-points.

**Fig. 1.**
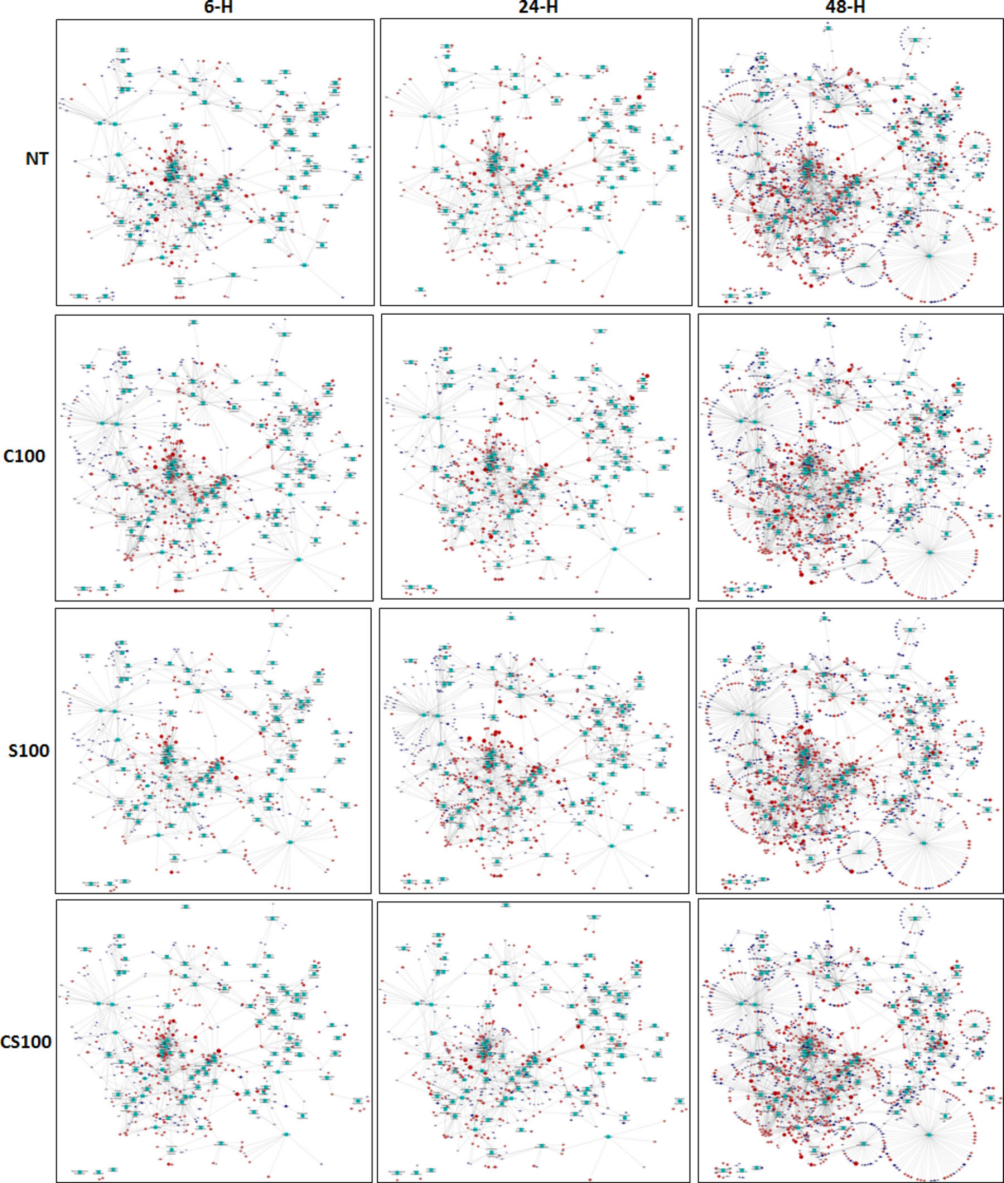
**Gene Network following various treatment conditions.** Gene network significantly enriched pathways and differentially regulated genes in co-cultured adipocytes when compared against adipocytes grown alone at 6 h, 24 h, and 48 h under the following treatment conditions: no treatment, cortisol, serotonin and cortisol-serotonin.

### Comparative inflammatory and metabolic gene expression in pre-adipocytes in the presence and absence of macrophages

We studied the changes in expression of several inflammatory cytokines and chemokines (e.g. IL1A, CSF3, CXCL5, CCL3, CCL4, CCL8, IL19, IL13RA and Camp) in the pre-adipocytes, as a result of co-culturing with macrophages with respect to time matched pre-adipocytes without macrophages. Under no treatment condition IL19, cAMP and CCL4 showed increased transcription with time, however, transcription of IL1A, CSF3, CXCL5, CCL3, CCL4, CCL8 and IL13RA either remained constant or dropped at 48 h (Fig. 2). Transcription of CSF3 increased with increasing time due to treatment with cortisol, serotonin or cortisol-serotonin, although its transcription appeared to decrease with time under the no treatment condition. Cortisol, however, appeared to suppress pro-inflammatory CCL4 while increased expression of anti-inflammatory IL13Ra and cAMP with time until 48 h (Fig. 2). Among the inflammatory pathways that were significantly affected was the NF-кB and TLR signalling pathway. It was observed that transcription of MIP1α and MIP1β, two known chemotactic agents for macrophages, also increased with time in co-cultured adipocytes, with maximum transcriptional expression at 48 h. This increase in transcription of MIPs was almost always accompanied by an increase in the transcriptional expression of TLR2/6 complex (Fig. S1). Unlike TLR6, TLR2 transcription appeared to decrease with time due to co-culturing, and serotonin appeared to cause higher transcription of TLR6 compared to cortisol at 48 h (Fig. 3A). At 48 h, TLR13 (a newer endosomal receptor that recognizes bacterial 23S rRNA) too showed a more than fourfold increase in transcription under the no treatment condition, while treatment with cortisol, serotonin and cortisol-serotonin reduced the transcription of this gene twofold. NF-кB signalling pathway showed a gradual increase in activity with increasing time, with maximum activity at 48 h. Although TLR2/6 mediated NF-кB pathway activation is known to induce apoptosis, our data showed that viability of the cells (as determined through MTT assay) was uncompromised even after 48 h treatment. In fact, the apoptosis pathway was suppressed at 48 h (Fig. S2). Many of these inflammatory proteins are known to be responsive to activation of activator protein 1 (AP-1), which is a transcriptional regulator composed of members of the Fos and Jun families of DNA binding proteins (Zenz et al., 2008). FOS, an early response transcription factor, showed maximum transcription at 6 h, which decreased gradually with time for all conditions. Both cortisol and serotonin enhanced its transcription from an approximately fourfold increase (no treatment) to 11-fold and sixfold, respectively, at 6 h (Table 1). Similarly, JUN also showed increased transcription when treated with cortisol and serotonin (Autelitano, 1994), however, the changes were not as pronounced as FOS (Table 1). Increase in the lipid content of co-cultured adipocytes led us to believe that co-culturing either increased the importing of fatty acids into adipocytes or induced *de novo* lipid synthesis in them. Analysis of the transcription profile of lipid transporters revealed that transcription of both OLR1 and FATP3 increased steadily with time. Cortisol and serotonin treatment upregulated OLR1 transcription and FATP3 transcription appeared to be suppressed by treatment with cortisol-serotonin (Fig. 3B). We noticed that SLC5a transcription increased sharply after 24 h for all the treatment conditions (Fig. 3C). Certain groups of G-protein receptors are known to bind to short chain fatty acids. GPR153, one of the genes of the same GPCR family, also showed a constant increase in transcription with time due to co-culturing (Fig. 3C). Like SLC5a, transcription of this gene did not vary with different treatments. Cytoplasmic acetyl-coenzyme A synthetase 2 (ACSS2) was also upregulated and its transcription increased with time. Besides, ACSL1 (long-chain fatty acid, CoA ligase 1), responsible for the conversion of free long-chain fatty acids into fatty acyl-CoA esters, was suppressed at 48 h. However, ACSL4 that preferentially converts arachidonic acid (AA) to arachidonate was upregulated at 48 h. The conversion to arachidonate that is responsible for lipid import into the cells, as well as those required for intra-cellular compartmentalization, was affected. Apart from fatty acid transport, genes that could possibly contribute to *de novo* fat synthesis also increased due to co-culturing. GLUT1 transcription increased more than fourfold at 48 h, and although both cortisol and serotonin increased the transcription of this gene, there was no significant difference between cortisol, serotonin and cortisol-serotonin treatments (Fig. 3D). Increased transcription of GLUT1 was accompanied by a less pronounced, yet significant increase in the transcription of MCT11, a mono-carboxylate transporter (Fig. 3D). This suggested that co-culturing favoured higher adipogenicity in these cells through lipid and glucose import, although this does not solely account for the entire metabolic regulation in these cells. It was also observed that most of the downstream TNF signalling pathway genes, such as IL6, CXCL1, PTGS2, MMP3, CSF2, FOS, NOD2, TRAF1, TNFΑIP3, showed differential expression patterns with time. Under the no treatment condition, the transcription of the majority of these genes decreased at 48 h, except for TNFαip3, which showed increased expression at 48 h (Fig. 4). The temporal transcription pattern of these genes remained similar to the no treatment condition following treatment with cortisol, serotonin and cortisol-serotonin, although each of these treatments increased the transcription of these genes compared to the no treatment condition (Fig. 4). Comparative transcriptional analysis of genes selected as representative of pro-inflammation and metabolic profiling suggested that macrophage induced adipogenic and pro-inflammatory responses.

**Fig. 2.**
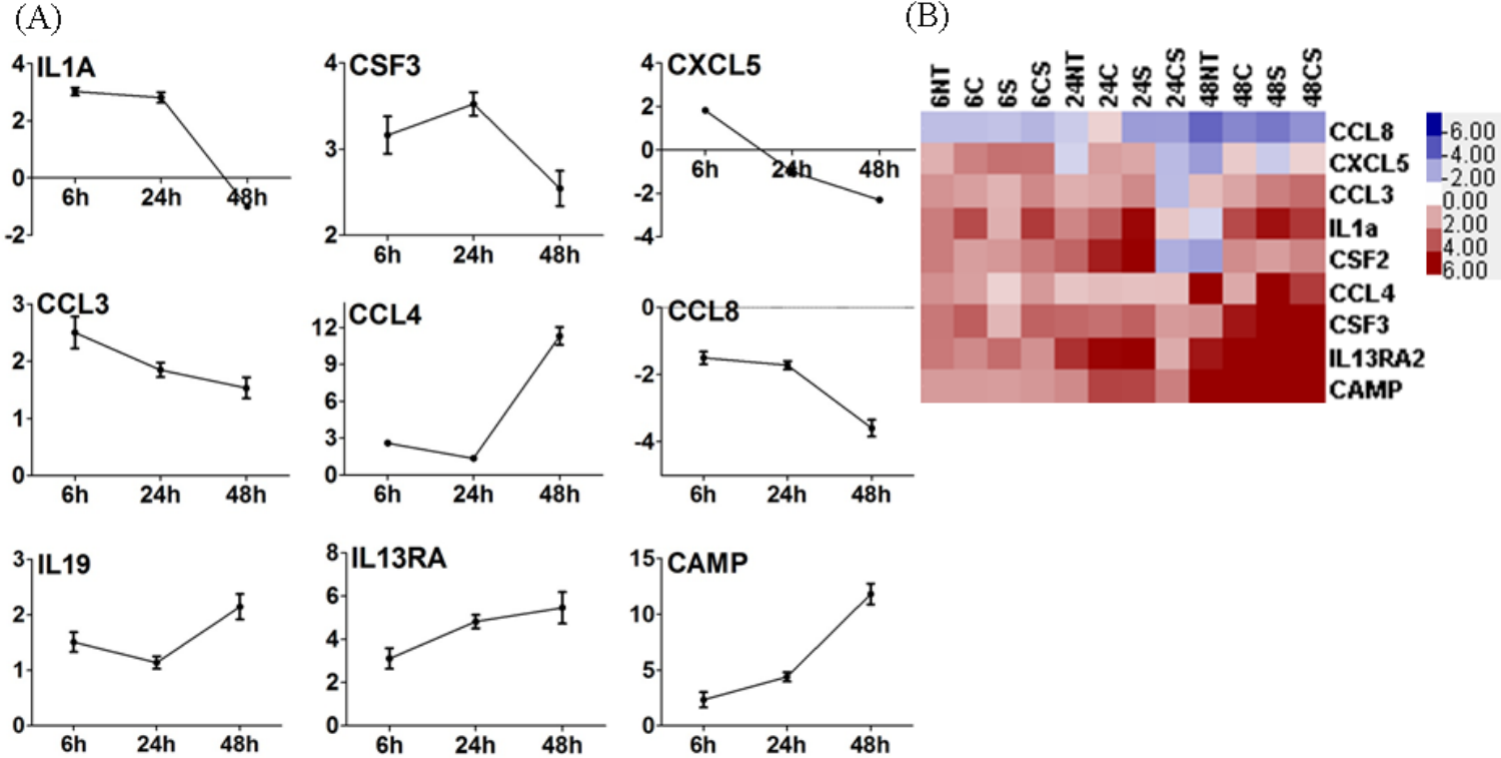
**Time dependent transcriptional changes.** Transcription kinetics of IL1a, CSFSS3, CXCL5, CCL3, CCL4, CCL8, IL13ra, IL19, and CAMP in adipocytes co-cultured with macrophages compared against adipocytes grown alone (A) expressed as fold-changes under no treatment, the fold-changes are plotted as mean±s.d. of the probe replicates in the array (B) expressed as heat-map for fold-changes for no treatment, cortisol, serotonin and cortisol-serotonin treatment conditions.

**Fig. 3.**
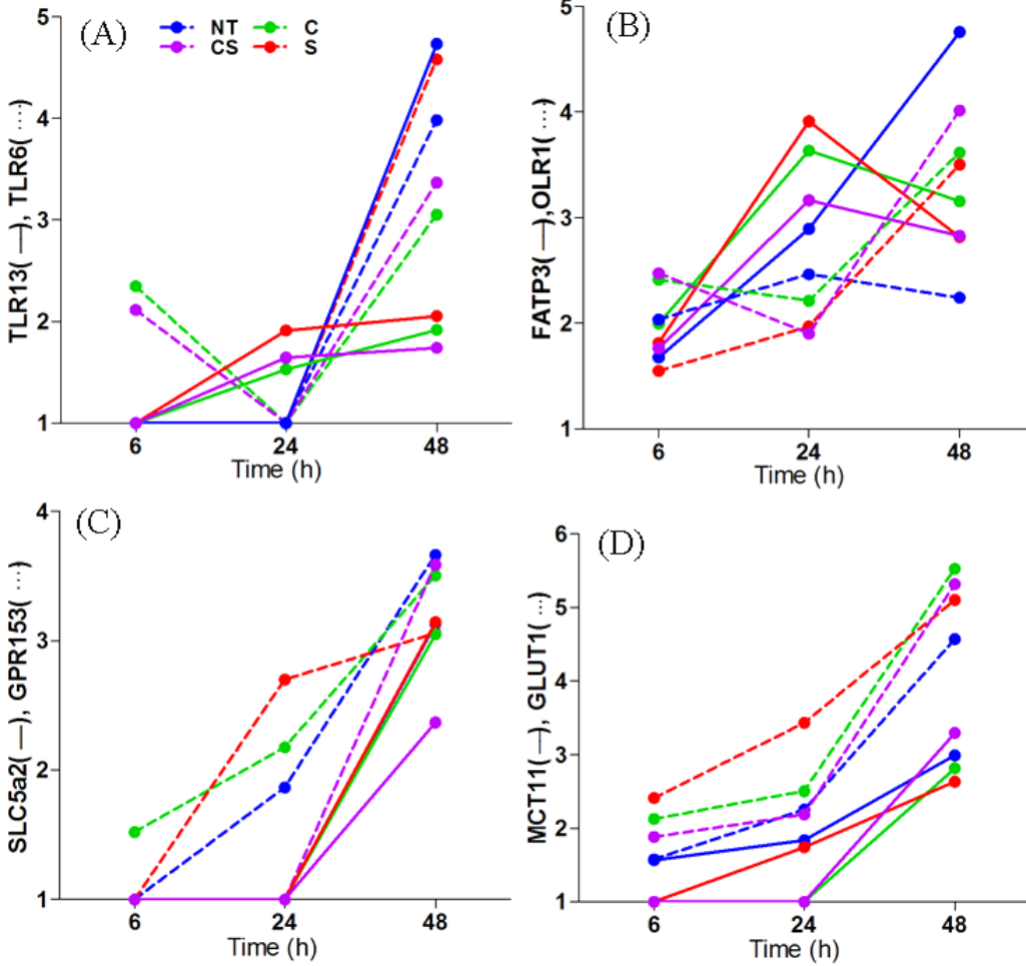
**Transcription kinetics of select genes.** Transcription kinetics at 6 h, 24 h and 48 h of (A) TLR13 and TLR6, (B) OLR1 and FATP3, (C) SLC5a2 and GPR153, and (D) GLUT1 and MCT11 in co-cultured adipocytes compared against adipocytes grown alone and treated for no treatment, cortisol, serotonin and cortisol-serotonin treatment conditions.

**Table 1.**
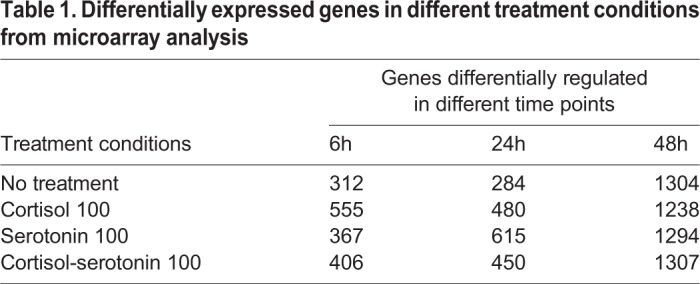
**Differentially expressed genes in different treatment conditions from microarray analysis**

**Fig. 4.**
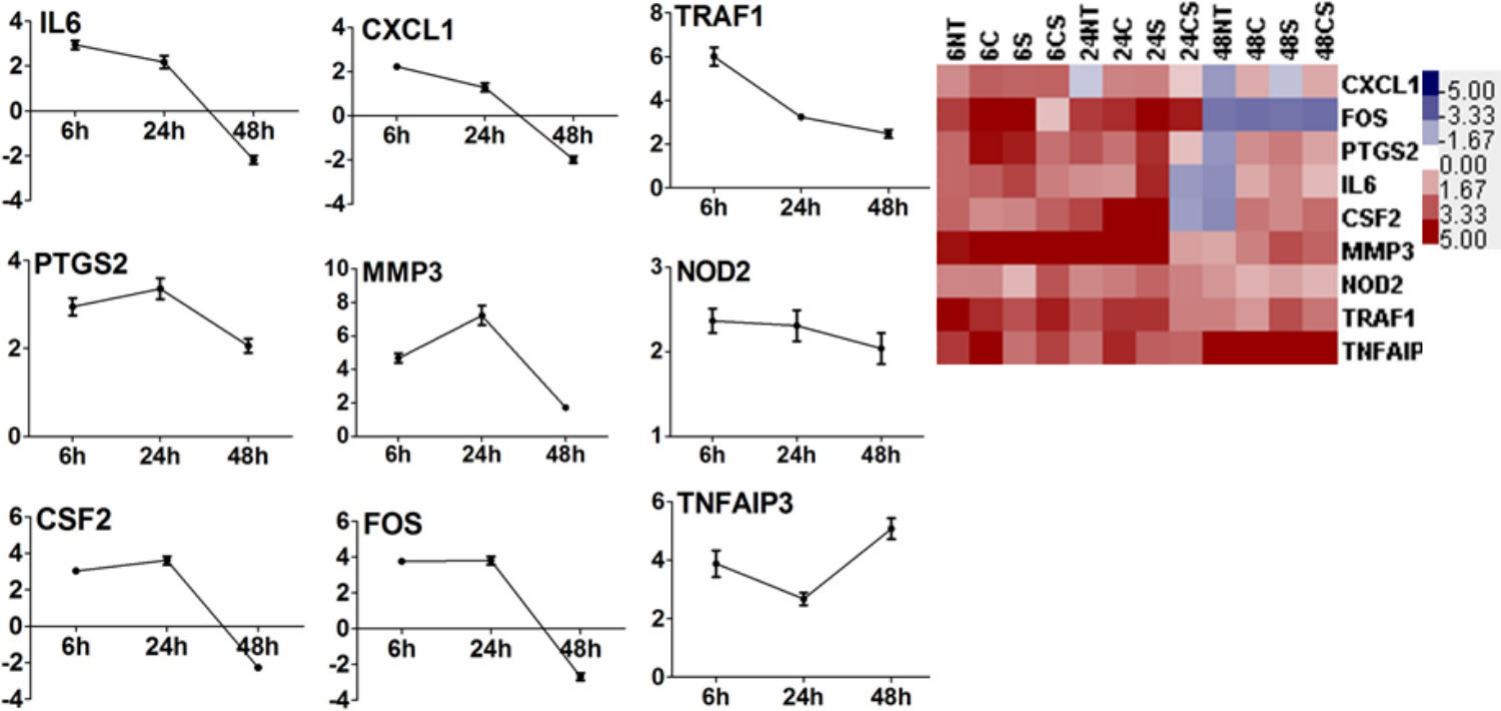
**Time dependent changes in TNF-pathway.** Transcription kinetics at 6 h, 24 h and 48 h of TNF-pathway down-stream genes: IL6, CXCL1, TRAF1, PTGS2, MMP3, NOD2, TNFαip3, CSF2, FOS in adipocytes co-cultured with macrophages compared against adipocytes grown alone (A) expressed as fold-changes under no treatment, the fold-changes are plotted as mean±s.d. of the replicates of probes in the array (B) expressed as heat-map of fold-changes for no treatment, cortisol, serotonin and cortisol-serotonin treatment conditions.

### Role of macrophage in TNF and associated signalling to induce adipogenesis in pre-adipocytes

Studies have associated inflamed obese tissue with higher secretion of TNFα, and its role in regulating adipocyte metabolism has already been reported (Maachi et al., 2004). Our analysis revealed that TNFα did not show significant variation with time but TNF soluble receptors, known to initiate the PI3K-AKT signalling pathway, showed a significant increase at 48 h (Fig. 5A) in co-cultured adipocytes. TNFα signalling is already known to decrease transcription of lipoprotein lipase (LPL) (Cawthorn and Sethi, 2008) which is the rate-limiting enzyme for hydrolysis of triglycerides in triglyceride rich proteins. Further analysis revealed that in co-cultured adipocytes, LPL transcription decreased with time for all the treatments (Fig. 5B). It was also noted that CEBP transcription was less than twofold until 24 h, however, the transcription increased to fourfold at 48 h for all treatment conditions (Fig. 5C). The decrease in LPL transcription was accompanied by increasing accumulation of lipid droplets in co-cultured adipocytes (Fig. 5D). Like CEBP, APOE transcription increased to four- to fivefold at 48 h (Fig. 5B), which correlated with the drop in TNF-signalling at 48 h. APOE transcription is already known to be affected by PPARγ (Yue and Mazzone, 2009). The data analysis revealed that PPARγ transcription did not vary significantly due to co-culturing. In fact PDPK1, which activates PPARγ and promotes adipocyte differentiation (Yin et al., 2006), was downregulated at 48 h (Fig. 5D). The PPAR signalling pathway appeared to be affected after 24 h concomitant with the decrease in TNF-signalling (Fig. 5E). It was observed that transcription of stearoyl-CoA desaturase 2 (SCD2), known to reduce adiposity, increased until 24 h followed by a drop at 48 h. Transcription of acyl-CoA dehydrogenase genes (both long-chain ACADL and medium-chain ACADM) was suppressed at 48 h, while CPT1a decreased over time, indicating that mitochondrial beta-oxidation of fatty acids did not occur at 48 h. Meanwhile, enzymes for peroxisomal oxidation of fatty acids like acetyl-CoA C-acyltransferase 1 (ACAA1) A, ACOX1 and ACOX3, which help in unsaturation of long chain fatty acids, were upregulated. Transcription of Acsbg1 (acyl-CoA synthetase), responsible for activation and beta-oxidation of very long-chain fatty acids (Steinberg et al., 2000), increased until 24 h, followed by decrease at 48 h (Fig. 5F). Glycerogenesis causes re-esterification of fatty acids, thus restraining the release of free fatty acids. PPARγ/RXRα complex is required for activation of PCK2 (PEPCK2) (Devine et al., 1999; Tontonoz et al., 1995) – which in turn is required for glycerogenesis in adipocytes for re-esterification of fatty acids to triglycerides – and was also down-regulated at 48 h. Results revealed the molecular basis of lipidogenesis induced by the macrophage in pre-adipocytes.

**Fig. 5.**
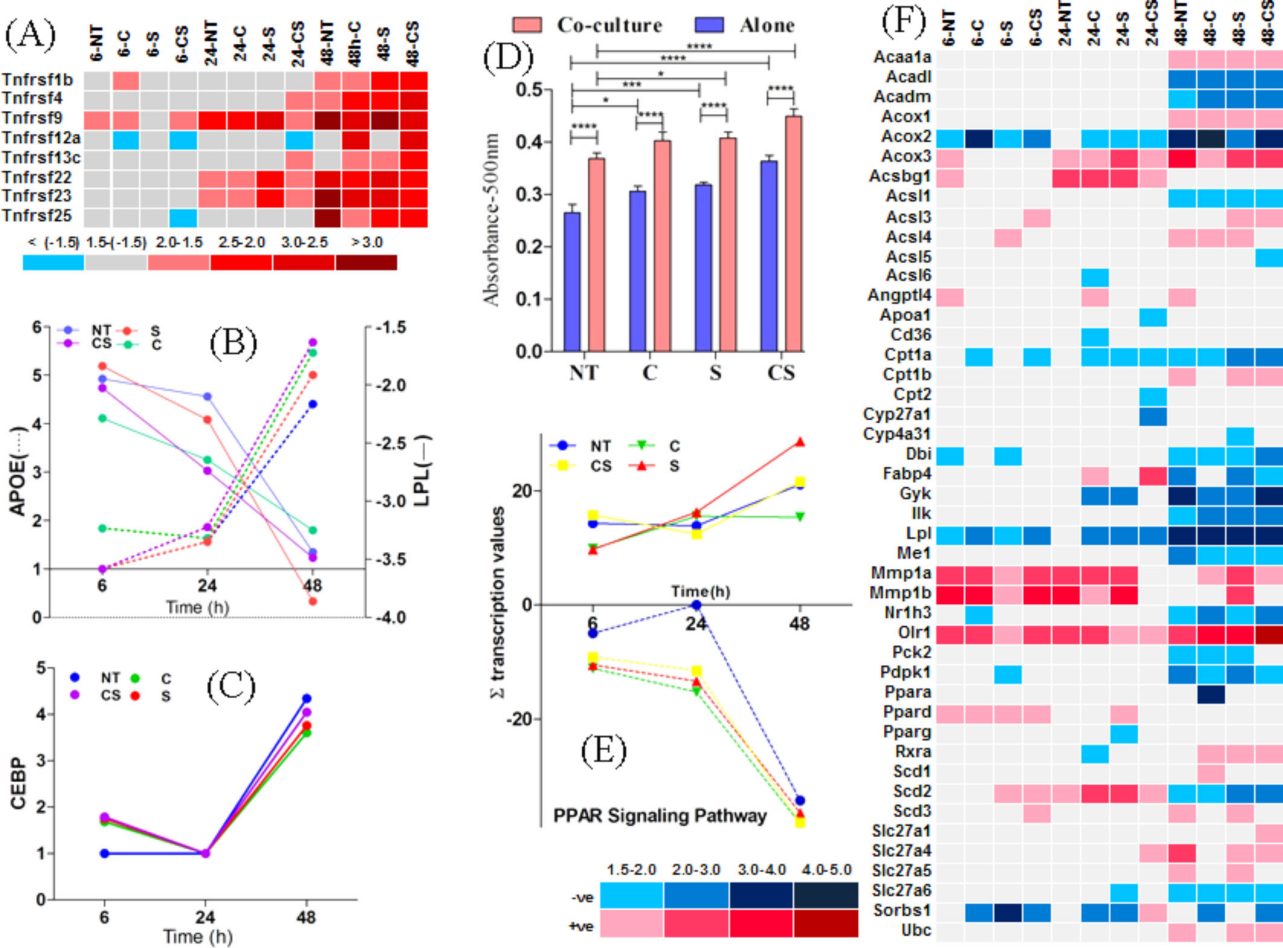
**Time dependent transcriptional profile of TNF receptors.** Transcription kinetics of (A) TNF receptors expressed as a heat-map of fold-changes with a cut-off of±1.5. (B) APOE and LPL (C) CEBP in adipocytes co-cultured with macrophages compared against adipocytes grown alone under no treatment, cortisol, serotonin and cortisol-serotonin conditions. (D) Oil Red O absorbance of co-cultured adipocytes and adipocytes grown alone treated with no treatment, cortisol, serotonin and cortisol-serotonin at 48 h; absorbance values are shown as mean±s.d. and significant differences are indicated by asterisks *P<0.05, **P<0.01, ***P<0.001 and ****P<0.0001. (E) Summation of differential transcription values of all genes of PPAR signalling pathway in co-cultured adipocytes compared against adipocytes grown alone at 6 h, 24 h and 48 h for each treatment condition. (D) Heat-map of fold-changes of the differentially expressed genes in PPAR signalling pathway with a cut-off value of±1.5, at 6 h, 24 h and 48 h for each treatment condition.

### Effects of cortisol and serotonin on pre-adipocytes and macrophages

The results so far establish the role of macrophages in enhancing adipogenesis in pre-adipocytes. We wanted to further establish the role of the stress associated hormone cortisol in the presence and absence of serotonin. This is particularly important as our results revealed that cortisol regulated certain serotonin receptors in pre-adipocytes to perhaps induce adipogenesis. We identified 167 genes that did not show significant differential expression until 24 h, however their transcription increased from 2- to 18-fold at 48 h in pre-adipocytes that were co-cultured with macrophages (Table S1 contains a list of these genes, a minimum cut-off of a twofold change was used to identify these genes). Results revealed that at 48 h a major shift in transcriptional activation occurred. To further explore the metabolic and immune regulatory changes in adipocytes co-cultured with macrophages at 48 h, a whole genome transcriptional study was carried out to see the effect of stress hormones on co-cultured adipocytes, in which co-cultured adipocytes each treated independently with either cortisol, or serotonin, or cortisol-serotonin, were compared with untreated co-cultured pre-adipocytes. It was found that certain group of genes were differentially expressed with twofold or higher changes (with respect to untreated pre-adipocytes) due to treatment with cortisol-serotonin only; these genes remained suppressed when treated individually with cortisol or serotonin. 

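The comparison study was made on 8 two-colour Agilent whole-genome mouse arrays, 4 of 3T3-L1 pre-adipocytes and 4 of macrophages, each taken from a transwell co-culture of the 2 cell lines at 48 h. Each cell line had 1 untreated array, 1 for cortisol (100 µM), 1 for serotonin (100 µM) and 1 for cortisol-serotonin, for which the sample labels give 100 µM of each hormone and the paper gives a single dose. The treated or untreated cells were in the Cy5 channel and a common reference was in the Cy3 channel. The paper's methods describe this reference as pooled cRNA of untreated adipocytes and macrophages grown alone, and the sample labels describe it as RNA of every sample mixed in equal parts. The reference drops out when the untreated array of the same cell line is subtracted, as was done here for each treated array.
The deposited files hold the scanner's signal and background intensities of both channels. Signals were corrected for background (normexp, offset 50), the log2 ratio of Cy5 to Cy3 was normalised within each array by loess, and a gene was given the mean of its probes that were well above background in both channels on the arrays compared. Of the spots other than controls, 45.6% to 47.8% met this on the arrays of 3T3-L1 cells. With 1 array per condition the number of arrays limits the precision, and a single difference has no replicate check and no p-value. The error given beside a log2 difference is derived from those that Agilent's Feature Extraction software estimates for its own ratio on each array. It was not estimated for the loess-normalised values, and it covers technical noise only. A change was counted from 2-fold (log2 of 1) upwards, the threshold of the paper.
Cortisol is a glucocorticoid, and genes that glucocorticoids are known to change give a check of the labels. From a list of 30 such genes, the 24 measured on the array labelled serotonin had a median log2 difference of 0.37 from the untreated array. The median was 0.40 over 23 genes on the array labelled cortisol-serotonin, and on the array labelled cortisol it was -0.19 over 25 genes (0.64 with median centring in place of loess, which lifts all genes). Zbtb16, a transcriptional repressor, was 3.83-fold higher on the array labelled serotonin and Fkbp5, which encodes a chaperone of the glucocorticoid receptor, was 2.49-fold higher. Fkbp5 was 1.10-fold higher on the array labelled cortisol and Tsc22d3, another glucocorticoid target, was 2.08-fold lower there. For AP2, the paper's RT-PCR (Fig. 6B) showed more transcription under cortisol than under serotonin at 48 h, whereas its gene was higher on the array labelled serotonin than on the array labelled cortisol. The paper's kinetic arrays, of co-cultured cells against cells grown alone, point both ways. The higher CSF2 and CSF3 that it gives for cortisol follow the labels, though it gives CSF3 as rising under serotonin too. Its statement that serotonin appeared to act through MMP3 runs against the labels. Its statement that cortisol appeared to suppress CCL4 separates the labels little, since Ccl4 was lower on both arrays. Ccl4 had a log2 difference of -0.46 on the array labelled cortisol and -1.88 on the array labelled serotonin, and Mmp3 of 0.22 and -1.23. Whether the labels cortisol and serotonin are exchanged is not settled. The arrays are therefore named by their labels, and every direction given for a hormone rests on them.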

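Among 12962 genes measured on all 4 arrays of 3T3-L1 cells, 40 were at least 2-fold higher and 24 at least 2-fold lower than in the untreated co-culture on the array labelled cortisol-serotonin, while they changed less than 2-fold on the arrays labelled cortisol and serotonin. Nfat5, a transcription factor of the response to osmotic stress, had the largest rise among the named genes, 2.60-fold (log2 1.38, error 0.45). Matrix Gla protein (Mgp) rose 2.41-fold, the metalloreductase Steap4 2.30-fold, the acute-phase protein serum amyloid A2 (Saa2) 2.29-fold and the focal adhesion protein tensin 1 (Tns1) 2.21-fold, with errors of 0.31 to 0.47 on the log2 scale. Tmem176b, Best2 and Ms4a4d rose between 2.14-fold and 2.33-fold. Among the falls, Ube2s, a ubiquitin-conjugating enzyme of mitosis, was 2.43-fold lower (log2 -1.28, error 0.30), the insulin-like growth factor binding protein Igfbp4 2.30-fold lower (log2 -1.20, error 0.42) and the interferon-induced Rsad2 2.14-fold lower (log2 -1.10, error 0.37). Gm10639, Gm3776, Rab5c, Cadm1 and Fancf fell by 2.68-fold to 2.21-fold.
The named genes had all moved the same way, by less than 2-fold, on the array labelled serotonin. Steap4 and Tns1 were 1.88-fold and 1.87-fold higher there, Nfat5 1.61-fold higher, Ube2s 1.70-fold lower and Igfbp4 1.29-fold lower. Set directly against the array labelled serotonin, 3 of 13352 genes were at least 2-fold higher and 10 at least 2-fold lower on the array labelled cortisol-serotonin. This count rests on the processing and its direction turns: it was 25 and 28 from Feature Extraction's processed signals, 46 and 33 with no filter on dim probes and 352 and 71 in the Cy5 channel alone. The number of genes in the class depended on the array labelled serotonin and on the normalization: it was 155 without that array, 99 from Feature Extraction's processed signals and 316 from the Cy5 channel alone, against 64. In the Cy5 channel alone Cadm1 was higher, by 0.31 on the log2 scale.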

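With loess and the filter on dim probes, 1 or 2 measured genes in 100 differed at least 2-fold between a treated array and the untreated one. The share depends on the processing and leaves out genes below background on 1 array of the pair. Each condition has 1 array, and treatment and position on the slide cannot be told apart. The array labelled cortisol-serotonin resembled the array labelled serotonin far more than the array labelled cortisol. Against the untreated co-culture, 168 of 13590 genes were at least 2-fold changed on the array labelled serotonin, 97 of them lower, 191 of 13400 on the array labelled cortisol-serotonin, 86 of them lower, and 226 of 13718 on the array labelled cortisol, 168 of them lower. The serotonin and cortisol-serotonin arrays shared 58 higher and 56 lower genes, and the cortisol and cortisol-serotonin arrays shared 12 and 20.
Large rises were shared by the arrays labelled serotonin and cortisol-serotonin. Serpina3m, a protease inhibitor gene, was 10.6-fold higher on the array labelled serotonin (log2 3.40, error 0.51) and 14.2-fold higher on the array labelled cortisol-serotonin, and Serpina3n, which lies in the same gene cluster and may share probe signal with it, was 7.91-fold and 9.30-fold higher. The orosomucoid genes Orm2 and Orm3, also close copies, were 5.02-fold and 5.37-fold higher on the array labelled serotonin. Cysteine dioxygenase (Cdo1) was 5.64-fold and 8.06-fold higher on the 2 arrays, and the chloride channel regulator Clca3a1 was 4.27-fold and 5.62-fold higher. Cdo1 was 1.49-fold higher on the array labelled cortisol, Serpina3m 1.29-fold and Serpina3n 1.21-fold. Among the shared falls, the metalloproteinase inhibitor gene Timp3 was 4.99-fold lower on the array labelled serotonin and 3.43-fold lower on the array labelled cortisol-serotonin, U90926 4.23-fold and 3.14-fold lower, Mmp10 3.82-fold and 3.80-fold lower, Timp1 3.41-fold and 3.42-fold lower and Mmp9 3.33-fold and 2.90-fold lower. Sprr2a2, Nfam1 and Tnnt2 also fell at least 2-fold on both. Transcripts abundant in macrophages were lower too, with a median log2 difference of -0.47 on the array labelled serotonin (251 genes), -0.35 on the array labelled cortisol-serotonin (254 genes) and -0.10 on the array labelled cortisol (259 genes).
A hormone that acts alike with and without the other one shifts a gene in 2 comparisons that share no array. For serotonin these were serotonin against untreated and cortisol-serotonin against cortisol: across 12962 genes they had a Pearson r of 0.288 (Spearman's rho 0.182; genes are not independent replicates), and 32 genes were at least 2-fold higher and 16 at least 2-fold lower in both. For cortisol against untreated and cortisol-serotonin against serotonin, r was -0.126 (rho -0.136) and no gene was 2-fold changed the same way in both. Comparisons against the 1 untreated array share its chance values, so the overlaps were set beside 100 simulations without any effect. These gave 0.96 genes higher and 0.0 lower on both for serotonin and cortisol-serotonin, and independent lists of these sizes would share 0.53 and 0.62. For cortisol and cortisol-serotonin they gave 0.8 and 0.0, and for cortisol and serotonin, which shared 8 higher and 18 lower genes, 0.8 and 0.01. The simulated differences shared less variation than the real ones, as the covariances given next show, so few simulated genes could pass 2-fold on both arrays. The counts therefore cannot tell an effect from chance values of the untreated array. The covariance of the log2 differences was 0.106 for serotonin and cortisol-serotonin, 0.0592 for cortisol and cortisol-serotonin and 0.0673 for cortisol and serotonin, against 0.0141 to 0.0142 simulated. The correlation of these differences was 0.882 for serotonin and cortisol-serotonin, above the simulated 0.501, and 0.451 for cortisol and cortisol-serotonin and 0.503 for cortisol and serotonin, close to the simulated value. The simulated value follows from the shared array when all arrays have equal noise. A noisier untreated array would raise the correlation and a noisier treated array would lower it. It therefore cannot tell an effect from unequal noise. The untreated array cannot be split, so part of each overlap may come from it, and for the pairs with the array labelled cortisol it may be all.
A limma model over all 8 arrays, which adds the effects of cortisol and serotonin within each cell line and has 2 residual degrees of freedom, gave 8 genes higher and 4 lower with serotonin in 3T3-L1 cells of 10995 at an adjusted p under 0.05. Among them were Cyb561 (log2 2.01, standard error 0.162, adjusted p = 0.0178 from limma), Mmp9 (log2 -1.67, standard error 0.138, adjusted p = 0.0178 from limma), Timp1 (log2 -1.73, standard error 0.173, adjusted p = 0.025 from limma) and the glucocorticoid-responsive Fkbp5 (log2 1.31, standard error 0.137, adjusted p = 0.0259 from limma). The same model passed no gene for cortisol in 3T3-L1 cells (308 at an unadjusted p under 0.05, of 10995) and none for a difference between the cell lines in the serotonin effect (828 unadjusted). For serotonin in 3T3-L1 cells, 29 passed with no filter on dim probes, 336 in a fit of that line alone and 4606 with median centring, which shifts all genes. The number passing depended on the normalization, with 3 genes from Feature Extraction's processed signals and 0 in the Cy5 channel alone, and on the arrays in the model: none of the genes passed without any one array of 3T3-L1 cells, and 150 passed without any one array of macrophages. Without an array of 3T3-L1 cells the effect is that of the remaining pair, with 1 residual degree of freedom, and it stayed about as large, at -1.61 or -1.73 for Mmp9 and -1.69 or -1.77 for Timp1. More genes rose than fell on the array labelled cortisol-serotonin only in some settings: with Feature Extraction's processed signals 144 were higher and 219 lower, and with no background correction 80 and 103. For serotonin the falls no longer led in the Cy5 channel alone, with 218 higher and 202 lower. The counts of 2-fold changed genes also move with the processing, at 604 for cortisol, 374 for serotonin and 363 for cortisol-serotonin from Feature Extraction's processed signals, and at 2575, 7625 and 6738 with median centring, which leaves the median of all genes at 0.60, 1.08 and 1.00 on the log2 scale.

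**Figure D1:**
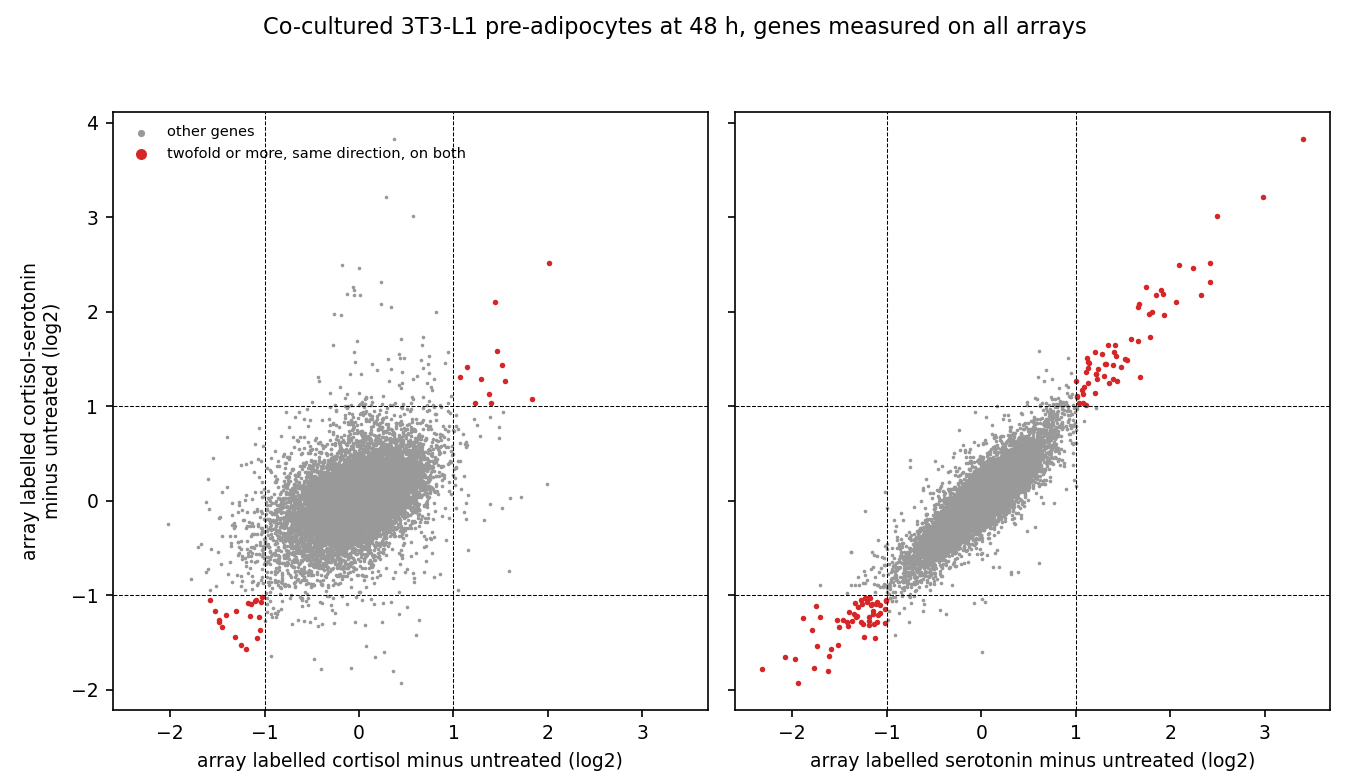
Log2 difference from the untreated array of 12962 genes in co-cultured 3T3-L1 pre-adipocytes, with the array labelled cortisol (left) or serotonin (right) on the horizontal axis and the array labelled cortisol-serotonin on the vertical axis. Each point is a gene, dashed lines mark 2-fold changes, and red points changed at least 2-fold in the same direction on both arrays, 12 higher and 20 lower on the left and 58 higher and 56 lower on the right.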

Fig. 6A shows the differential expression of these genes as a heat-map. Table S2A shows the genes that were up- or downregulated by serotonin, but remained suppressed due to either cortisol or cortisol-serotonin, and Table S2B shows genes that were up- or downregulated by cortisol; however, both serotonin and cortisol-serotonin treatment suppressed them. It was also observed that AA metabolism was affected in cortisol-serotonin as well as serotonin treated co-cultured pre-adipocytes, however, it was not affected due to cortisol treatment. 

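On the array labelled serotonin alone, 9 genes were at least 2-fold higher and 40 at least 2-fold lower than in the untreated co-culture, while they changed less than 2-fold on the arrays labelled cortisol and cortisol-serotonin. The class of the array labelled cortisol was larger, with 40 genes higher and 141 lower. Both sizes depend on the processing: they were 413 for cortisol and 95 for serotonin from Feature Extraction's processed signals and 210 and 153 in the Cy5 channel alone, and with median centring the order reversed, to 123 and 1104. Genes of these classes were chosen by size after their values were seen. Under the label serotonin, the membrane linker ezrin (Ezr) was 2.33-fold higher and the metalloproteinase Adamts1 2.02-fold higher, and the serpin Serpinb2 was 2.67-fold lower and the chemokine Cxcl2 3.25-fold lower, the last with an error of 0.93 on the log2 scale. Under the label cortisol, the cytokine genes Il11 and Csf2 were 3.02-fold and 3.00-fold higher and the clock gene Nr1d1 2.87-fold higher, while tissue factor (F3) was 4.06-fold lower and the splicing factor Srsf7 3.06-fold lower. Ezr and Adamts1 missed the threshold narrowly on the array labelled cortisol-serotonin, where they were 1.97-fold and 1.96-fold higher.
Tables S2A and S2B list 180 genes, of which 154 had a probe under a current gene name and 85 a probe well above background on the arrays compared. Over such probes Scfd2, a protein of vesicle transport and the largest value in the serotonin column of Table S2A, was 1.25-fold higher on the array labelled serotonin, and the proteasome subunit Psmc5 was 1.08-fold higher. Of the genes listed with the largest cortisol-serotonin values, on a scale where a fall carries a minus sign, the lysosomal membrane protein Tmem192 was at 1.06 on the array labelled cortisol-serotonin, Uqcrc2 at 1.01 and Nfatc3 at -1.41. Of those listed for cortisol in Table S2B, Il20rb was at 1.37 on the array labelled cortisol and Rheb at -1.21. Of 25 genes listed as higher with serotonin, 15 were higher on the array labelled serotonin, none of them 2-fold. Of 34 listed as higher with cortisol, 16 were higher on the array labelled cortisol, none of them 2-fold. Of 26 listed as higher with cortisol and cortisol-serotonin, 13 were higher on the array labelled cortisol-serotonin, 1 of them 2-fold. Table S2A marks this group as lower with serotonin, and its direction on the array labelled serotonin was not counted.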

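Arachidonic acid (AA) is released from membrane phospholipids by phospholipases A2 and converted by cyclooxygenases, lipoxygenases and cytochrome P450 enzymes to prostaglandins and other lipid mediators. Of 87 mouse genes of AA metabolism, 26 to 28 were measured in the co-cultured pre-adipocytes. None of the 26 measured on the array labelled serotonin was 2-fold changed. The epoxygenase Cyp2c55 was 1.58-fold higher there (log2 0.66, error 0.30) and the cytosolic phospholipase Pla2g4a 1.44-fold lower (log2 -0.53, error 0.31). Of 28 on the array labelled cortisol-serotonin none was 2-fold changed either, with Pla2g5 lower by a log2 difference of -0.98, Pla2g4a 1.55-fold lower and Cyp2c55 1.52-fold higher. The array labelled cortisol had 1 gene past 2-fold, Akr1c18, a reductase of prostaglandins and progesterone, which was 2.20-fold higher (log2 1.14, error 0.30), and the cyclooxygenase Ptgs2 was 1.47-fold higher. The median log2 difference of the list was 0.22 on the array labelled cortisol, at percentile 99.5 of 10000 random lists of genes of like signal, and it was -0.01 (percentile 36.3) on the array labelled serotonin and -0.02 (percentile 22.4) on the array labelled cortisol-serotonin. Regardless of direction, the median size of change lay at percentile 58.9 for cortisol, 64.6 for serotonin and 90.6 for cortisol-serotonin. With no filter on dim probes the median under the label cortisol was 0.03.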

The fatty acid elongation pathway was also affected due to serotonin. However, no contextually relevant pathways were sufficiently populated with high transcription values due to these treatments (the details of enriched pathways due to treatment with cortisol, serotonin and cortisol-serotonin can be found in Table S3).

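Fatty acid elongation adds carbon atoms to fatty acids through elongases, such as those of the Elovl family, and the reductase Tecr, or in mitochondria through enzymes such as Acaa2. All 22 measured genes of a list of 31 changed less than 2-fold on each of the 3 treated arrays. On the array labelled serotonin, Tecr was 1.41-fold higher (log2 0.50, error 0.30) and Elovl6, which elongates palmitate, 1.40-fold higher (log2 0.48, error 0.36), followed by Acaa2 at 1.29-fold and the thioesterase Ppt2 at 1.28-fold. Tecr was also 1.56-fold higher on the array labelled cortisol and 1.39-fold higher on the array labelled cortisol-serotonin, and Elovl6 1.41-fold and 1.45-fold higher. The list's median log2 difference was 0.09 on the array labelled serotonin (percentile 86.4 among random lists of genes of like signal), 0.26 on the array labelled cortisol (percentile 99.7) and 0.15 on the array labelled cortisol-serotonin (percentile 96.9). The differences of Tecr and Elovl6 under the label serotonin are less than 2 times their technical errors, and no replicate array shows how far they vary between cultures.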

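The median of the cytokine and chemokine genes differed between the treatments, though some members, such as Csf3, were higher on all 3 treated arrays. Csf3, which encodes a colony-stimulating factor, was 3.57-fold higher on the array labelled cortisol (2.11-fold on the array labelled cortisol-serotonin and 1.72-fold on the array labelled serotonin) and Il1a 2.16-fold higher, besides Csf2 and Il11, and the 27 measured cytokines and chemokines had a median log2 difference of 0.44 on the array labelled cortisol. The median of 28 was -0.12 on the array labelled serotonin, with Ccl4 3.69-fold lower (error 0.97 on the log2 scale) and Cxcl2 and Spp1 also at least 2-fold lower, and on the array labelled cortisol-serotonin it was -0.10. With median centring these cytokine medians were 1.01 and 0.95, below the median of all genes under that setting. Macrophage marker genes had a median of -0.46 on the array labelled serotonin and -0.37 on the array labelled cortisol-serotonin, against -0.12 on the array labelled cortisol, which turned to 0.18 from Feature Extraction's processed signals and to 0.11 with no background correction. In the Cy5 channel alone the marker medians were -0.03, -0.04 and 0.15.
By number, genes of the extracellular matrix and its remodelling had the most 2-fold changes of the 20 lists on the arrays labelled serotonin and cortisol-serotonin. They were 7 lower and 2 higher of 32 on the array labelled serotonin and 5 lower and 1 higher of 33 on the array labelled cortisol-serotonin. By share the glucocorticoid response lay above them on the array labelled cortisol-serotonin, with 5 of 23 higher. Of the matrix genes, 3 of 34 were lower on the array labelled cortisol, fewer than the 4 changed cytokines. Among them were connective tissue growth factor (Ccn2), 3.03-fold lower, and thrombospondin 1 (Thbs1), 2.74-fold lower. Under the label serotonin Ccn2 was 1.18-fold higher. Cholesterol synthesis genes lay higher on the array labelled cortisol, with a median of 0.37 over 23 genes, above all 10000 random lists of like signal. Interferon response genes had a median of -0.27 on the array labelled cortisol-serotonin over 22 genes, with Ifit1 2.10-fold lower, and a median of 0.18 on the array labelled cortisol; on the array labelled serotonin the sign of the median, -0.06, changed with the normalization (0.09 in the Cy5 channel alone). Among PPAR signalling genes 2 were 2-fold changed on each treated array, among them Rxra (2.21-fold higher) on the array labelled cortisol and the acyl-CoA synthetase Acsbg1 besides Fabp4 on the array labelled serotonin (2.89-fold lower) and on the array labelled cortisol-serotonin (2.41-fold lower).
The remaining lists held few changed genes. Of the unfolded protein response, Chac1 and Trib3 fell under the label serotonin, by 1.38 and 1.24 on the log2 scale, and of glycolysis and hypoxia Ndrg1 fell by 1.25. Of lipid, glucose and monocarboxylate transport Msr1 fell by 1.55 under the label cortisol and Gpr153 by 1.03 under the label serotonin. Among the targets of TNF and NF-kB, Mmp9 and Mmp3 were lower under the label serotonin, Mmp3 by 1.23, and of the Toll-like receptors Tlr6 fell by 1.05 under the label cortisol-serotonin. No cell cycle gene of 25 or 26, no fibroblast and pre-adipocyte marker of 13 or 14 and none of 11 reference genes changed 2-fold on any treated array. With median centring Chac1, Trib3, Gpr153, Mmp3, Spp1 and Ifit1 lay above the untreated array where they lie below it here, within the shift of all genes under that setting. The paper states that these treatments did not fill any pathway relevant to its context with enough highly transcribed genes.

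**Figure D2:**
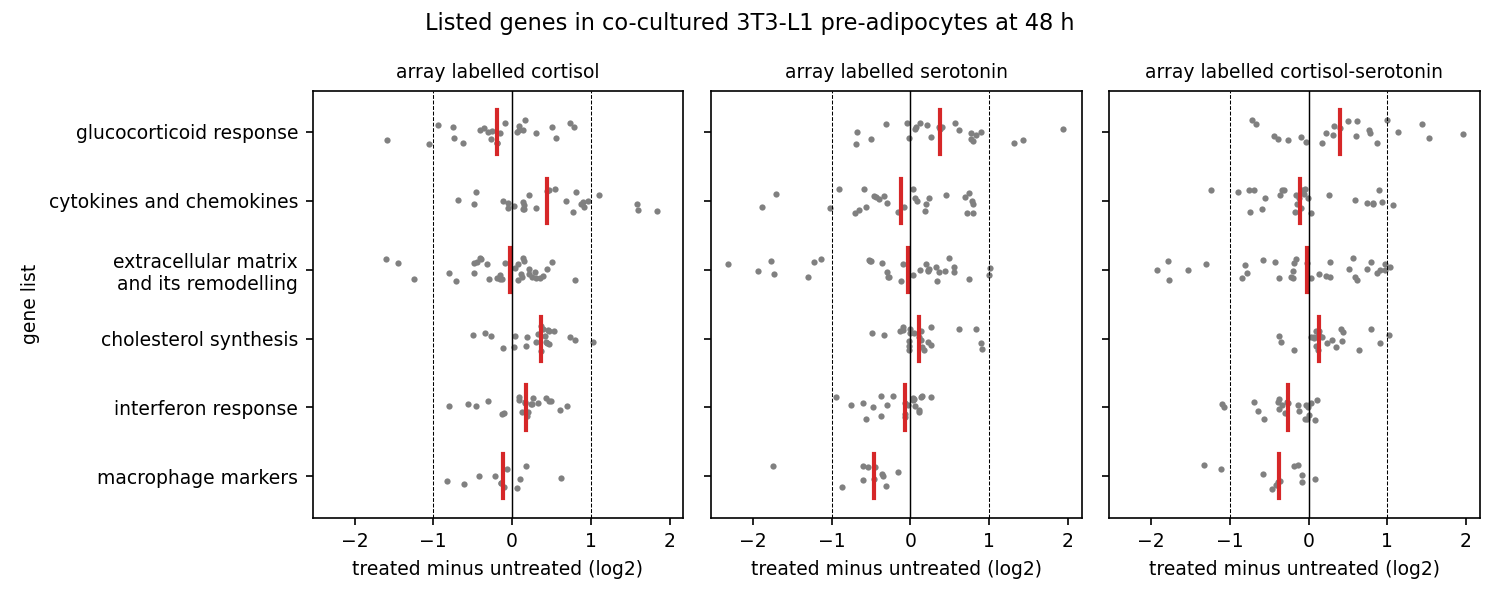
Log2 difference from the untreated array of the members of 6 gene lists in co-cultured 3T3-L1 pre-adipocytes, in a panel for each treated array. Grey points are genes, red bars are the medians, and dashed lines mark 2-fold changes. The cytokine median lies at 0.44 on the array labelled cortisol and at -0.12 on the array labelled serotonin.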

**Fig. 6.**
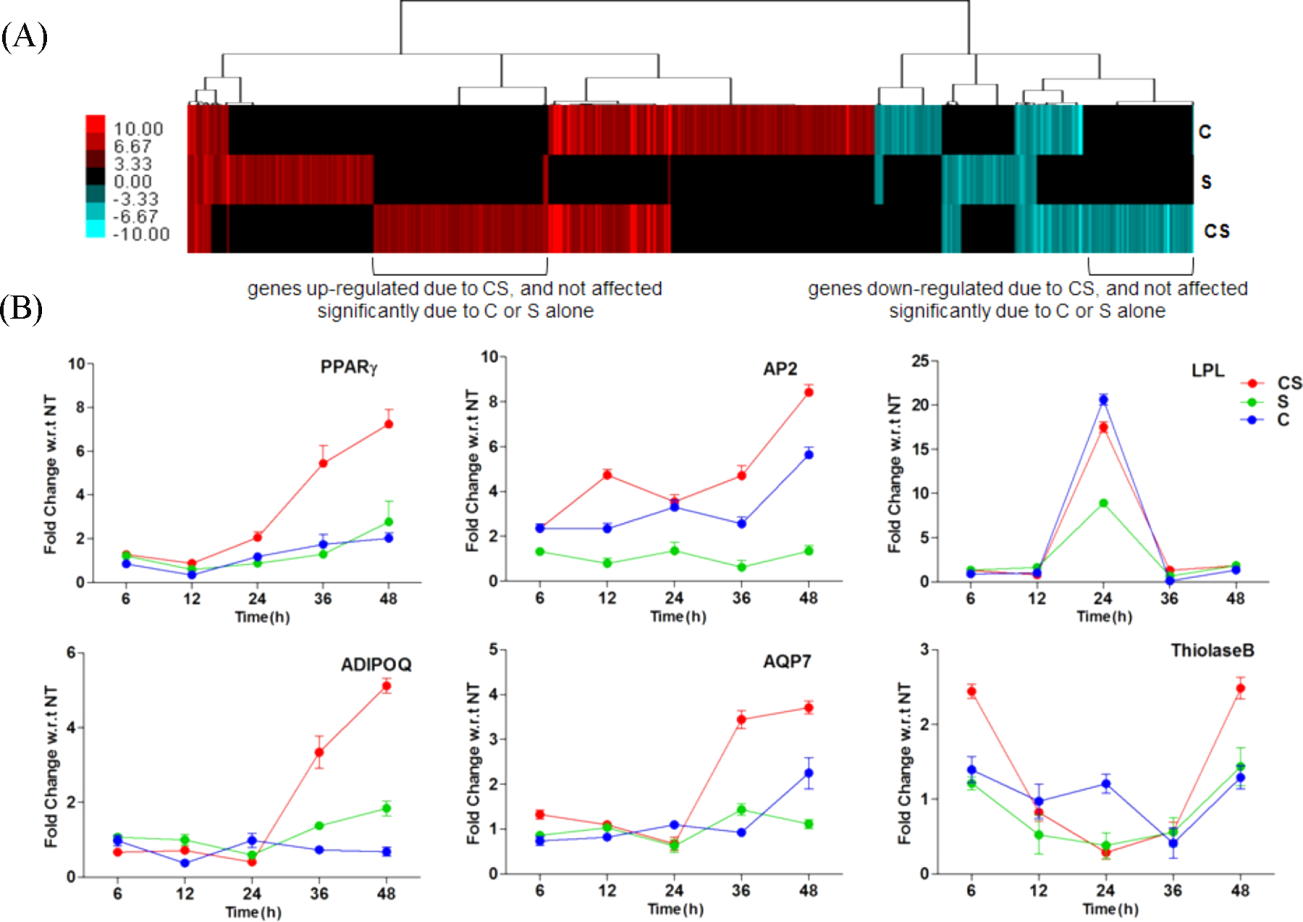
**Kinetic profile of adipogenesis genes.** (A) Differentially expressed genes in co-cultured adipocytes treated with cortisol, serotonin and cortisol-serotonin compared against no treatment expressed as a heat-map of fold-changes with a cut-off of± 2.0. (B) RT-PCR determined relative transcription of PPARγ, AP2, LPL, ADIPOQ, AQP7 and Thiolase B in co-cultured adipocytes treated with cortisol, serotonin and cortisol-serotonin expressed as fold-changes against time-matched untreated controls at 6 h, 12 h, 24 h, 36 h, and 48 h. Relative fold changes are shown as mean±s.d.

Although treatment with cortisol-serotonin increased the lipid content of co-cultured pre-adipocytes compared to no treatment (Fig. 5D), microarray analysis did not show a significant change in PPARγ transcription in cortisol, serotonin, and cortisol-serotonin treated co-cultured pre-adipocytes. qRT-PCR based transcriptional profiling of PPARγ and AP2 across multiple time-points, however, revealed that transcription of both the genes increased over time in co-cultured pre-adipocytes, and treatment with cortisol-serotonin caused higher transcription than cortisol or serotonin treatment individually. It was also observed that transcription of AQP7 (aquaporin) and ADIPOQ (adiponectin) increased after 24 h and treatment with cortisol-serotonin caused the highest transcription of these four genes. 

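On the arrays, Pparg, which encodes the transcription factor PPARγ, rose less than 2-fold under each label, 1.18-fold on the array labelled cortisol (log2 0.24, error 0.31), 1.39-fold on the array labelled serotonin (log2 0.47, error 0.32) and 1.53-fold on the array labelled cortisol-serotonin (log2 0.61, error 0.32). Fabp4, which encodes the fatty acid binding protein AP2, was 4.75-fold higher on the array labelled serotonin (log2 2.25, error 0.36) and 5.50-fold higher on the array labelled cortisol-serotonin (log2 2.46, error 0.37), and did not differ from the untreated array on the array labelled cortisol (1.00-fold, error 0.29 on the log2 scale). In the limma model over the 8 arrays the serotonin effect on Fabp4 in 3T3-L1 cells was 2.35 (standard error 0.203, adjusted p = 0.0178 from limma), and without any one of the arrays of 3T3-L1 cells it was 2.46 or 2.25 and no longer passed, with 1 residual degree of freedom. Lipoprotein lipase (Lpl) was at 0.98-fold, 0.92-fold and 1.09-fold for cortisol, serotonin and cortisol-serotonin, and Acaa1b, the gene of Thiolase B, at 1.04-fold, 0.93-fold and 1.02-fold. Adipoq and Aqp7 were not well above background on any array of 3T3-L1 cells, so no fold is given. Of 14 serotonin receptor genes, 4 were above background in the Cy5 channel on any of these arrays. None was above background in both channels on the arrays compared, so no fold is given. Htr2a was above background in the Cy5 channel on each array, but not in both channels. Across 39 genes of adipocyte differentiation, the median log2 difference was 0.20 for cortisol (22 measured, percentile 98.5 among random lists), 0.08 for serotonin (22 measured, percentile 83.3) and 0.25 for cortisol-serotonin (21 measured, percentile 99.9), and Fabp4 was the only member 2-fold changed. With no filter on dim probes these medians were 0.06, 0.04 and 0.05.

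**Figure D3:**
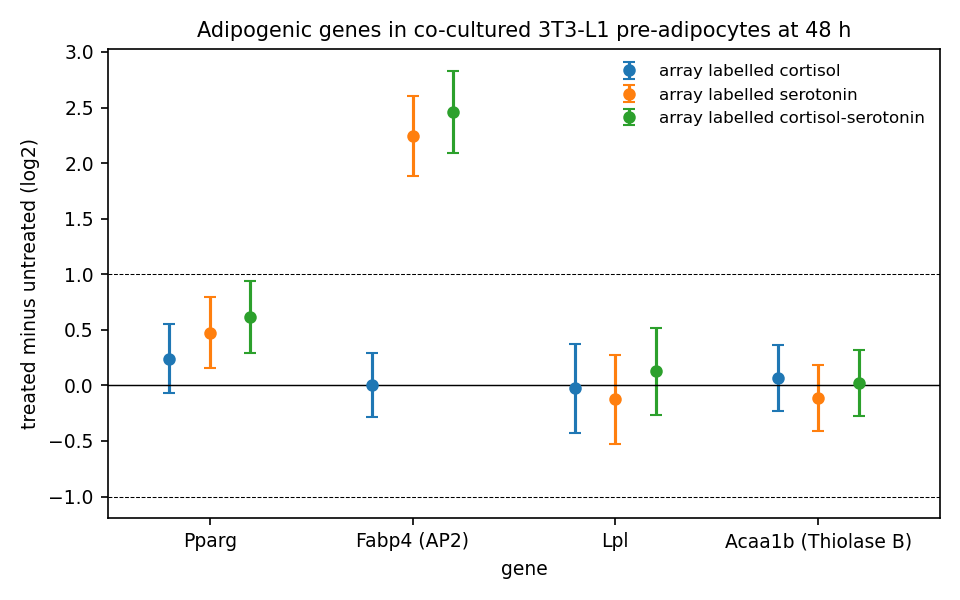
Log2 difference from the untreated array of Pparg, Fabp4, Lpl and Acaa1b on the arrays labelled cortisol, serotonin and cortisol-serotonin of co-cultured 3T3-L1 pre-adipocytes, with bars for Feature Extraction's technical error. Fabp4 lies at 2.25 and 2.46 for serotonin and cortisol-serotonin, and every other point is inside the dashed lines of a 2-fold change.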

Cortisol-serotonin treatment caused maximum transcription of Thiolase B at 6 h, which gradually decreased with time until 36 h, and again increased at 48 h. Cortisol or serotonin treatment, however, did not significantly affect the transcription value of any of these genes (except AP2, which was upregulated due to cortisol treatment at 48 h) more than twofold compared to non-treated pre-adipocytes. LPL showed no increase in transcription due to treatment with cortisol, serotonin or cortisol-serotonin at any time-point, except at 24 h where its transcription was very high (Fig. 6B). Current results revealed that adipogenesis is further accentuated in pre-adipocytes grown together with macrophages in the presence of cortisol-serotonin and adipogenesis is greater compared to pre-adipocytes grown in the absence of macrophages, but irrespective of the presence of cortisol, or serotonin or cortisol-serotonin (Fig. 5D). Similarly, we observed the percentage increase of anti-inflammatory (IL10 and TGFβ) and pro-inflammatory genes (IL1b, IL6, IL12 and TNF) in macrophages, grown alone as well as co-cultured with pre-adipocytes, through ELISA. It was seen that both the pro- and anti-inflammatory cytokines were expressed in cortisol, serotonin and cortisol-serotonin treated macrophages grown alone as well as co-cultured (Fig. 7). It was also observed that the secretion of these inflammatory cytokines decreased with time. This result is particularly important in order to establish if there are any changes in immune activity of macrophages in the presence of pre-adipocytes as well in the presence of cortisol, serotonin or cortisol-serotonin.

**Fig. 7.**
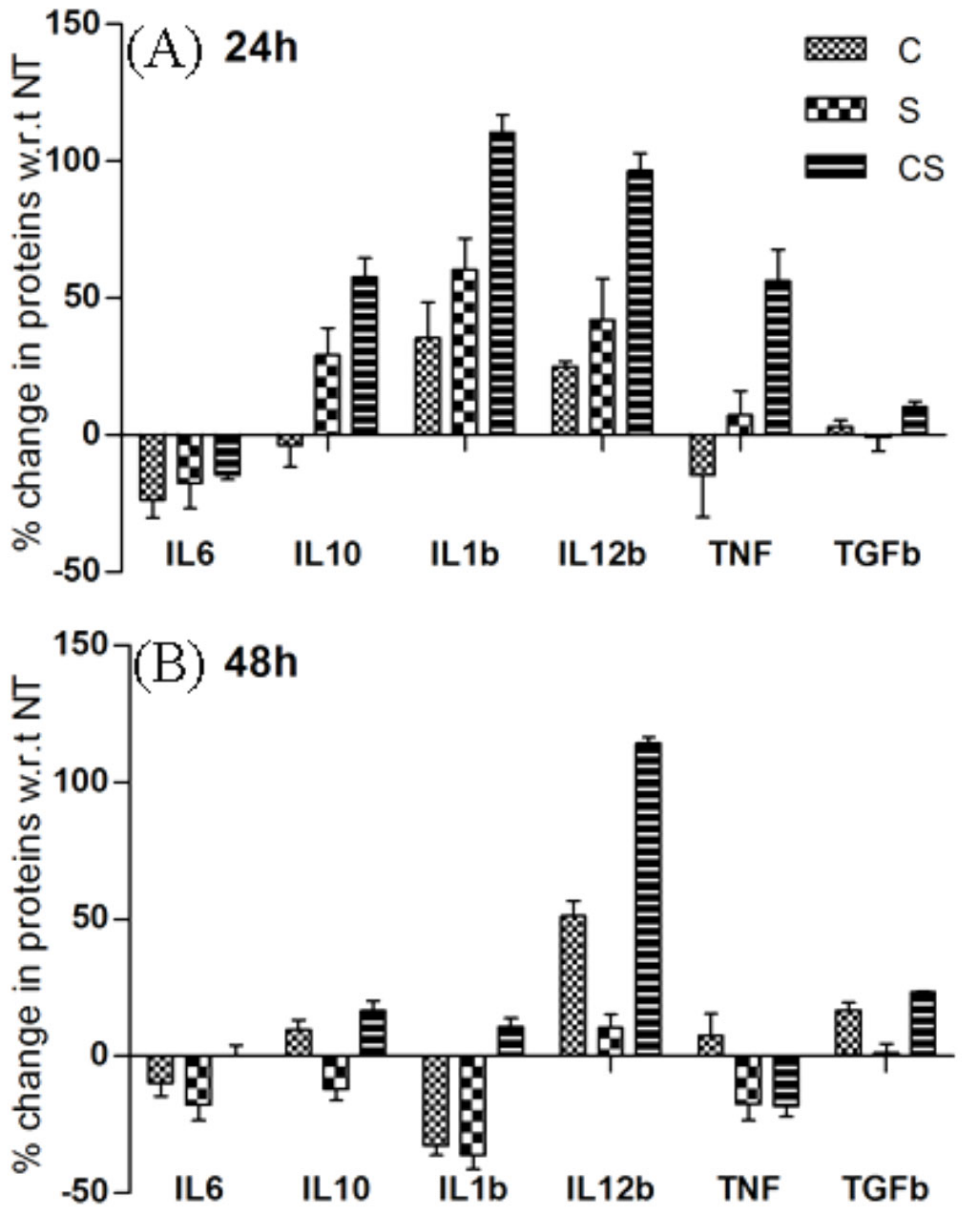
**Inflammatory responses in adipocytes.** Percentage changes of IL6, IL1b, IL10, IL12b, TNF, TGFb at (A) 24 h and (B) 48 h in co-cultured adipocytes treated with cortisol, serotonin and cortisol-serotonin compared against untreated time-matched controls as determined through ELISA are expressed as mean±s.d. and significant differences are indicated by asterisks *P<0.05, **P<0.01, ***P<0.001 and ****P<0.0001.

## DISCUSSION

Adipose tissue contains a resident population of immune cells (in particular macrophages and lymphocytes), along with pre-adipocytes. Previous studies have demonstrated that chronic overnutrition leads to increased infiltration of macrophages in obese adipose tissue, resulting in pre-adipocyte hypertrophy (Suganami and Ogawa, 2010; Sun et al., 2011), accumulation of lipids in macrophages and dysregulated pro-inflammatory and anti-inflammatory cytokine content (Surmi and Hasty, 2008). In this report, genome wide microarray analysis revealed that even when adipocytes and macrophages are not in direct contact with each other, co-culturing causes transcription activation of large number of genes in pre-adipocytes, and the number of genes increase significantly over a period of 48 h (as shown in Fig. 1). Recent studies have indicated that during energy surplus pre-adipocyte hypertrophy is associated with reduced pre-adipocyte turnover (Arner et al., 2010) and may promote inflammation induction of hypoxia and aberrant extracellular matrix remodelling (Pasarica et al., 2009). It was found that metalloproteinases, like MMP10 and MMP3 that have already been implicated in extra cellular tissue remodelling in adipocytes (O'Hara et al., 2009), were transcribed at a higher rate in adipocytes due to co-culturing. Higher expression of metalloproteins suggests that crosstalk between adipocytes and macrophages in adipose tissue contributes to adipose tissue expansion and remodelling (Sanada et al., 2013) and there might be large number of paracrine factors that exert inflammatory and metabolic regulation in obese adipose tissue.

### Both *de-novo* lipid synthesis and triglyceride acquisition contribute to increased lipid content in co-cultured pre-adipocytes

It was seen that co-cultured pre-adipocytes had a higher lipid content than pre-adipocytes grown alone. The high lipid content of co-cultured pre-adipocytes could be directly attributed, in part, to increased activity of genes like CEBP, APOE and OLR1 that have established roles in adipogenesis, and partly to a decrease in LPL expression. During lipid excess triglycerides become associated with apolipoproteins. Triglyceride rich lipoproteins become enriched in APOE and are lipolyzed on the surface of endothelial cells by LPL that mediates release of fatty acids from circulating lipoproteins. It is established that adipocytes are also capable of producing APOE (Zechner et al., 1991), which is capable of modulating adipocyte lipid and lipoprotein metabolism. Earlier studies show a correlation between the increase in APOE mRNA and the cellular lipid content, which corroborates our findings. It is also reported that LPL shows early expression which gradually decreases with time, while APOE is late expressing and increases with time (Zechner et al., 1991), which is also supported by the results of the current report. Apart from the actions of CEBP and APOE, it appears that pre-adipocyte–macrophage co-cultures are rich in extra-cellular oxidized lipids, which are directly transported into the adipocytes, as is evident by the higher expression of the OLR1 gene in co-cultured adipocytes. Higher expression of APOE and OLR1 in cortisol-serotonin treated pre-adipocytes also correlates with the higher lipid content of these cells (Fig. 5).

There are also other mechanisms that could contribute to adipogenesis, e.g. *de novo* synthesis of fatty acids from the cytoplasmic pool of acetyl-CoA. The transport of glucose into co-cultured pre-adipocytes increases with time as evidenced by the increase in GLUT1 expression. Glucose, after being converted to acetyl CoA, can either undergo oxidation through mitochondrial TCA cycle, or can be transported through ATP citrate lyase to the cytoplasm where it is converted to malonyl-CoA for subsequent long-chain fatty acid synthesis. ACCA1 (acetyl-CoA carboxylase 1), which catalyses conversion of acetyl-CoA to mal-CoA, is upregulated, while carnitine palmitoyltransferase 1 (CPT-1) is downregulated at 48 h, implying that import and oxidation of long chain fatty-acids in mitochondria might be blocked. This might contribute to the increased triglyceride synthesis in co-cultured pre-adipocytes at 48 h. It is also established that the expression of SLC16A11 (MCT11) is capable of altering lipid metabolism, most notably causing an increase in intracellular triacylglycerol levels (Williams et al., 2014). MCT11 expression also peaked at 48 h in co-cultured pre-adipocytes, implying that mono-carboxylate transporters mediated pyruvate import, which contributed to the increased lipid content of co-cultured pre-adipocytes.

### Role of adipogenic mediators in inflammation

Once inside the cytoplasm, the selective fatty acids are carried to different subcellular locations by fatty acid binding proteins (FATPs) for fatty acid synthesis or oxidation. Although FATP3 was upregulated due to co-culturing, acyl-CoA dehydrogenases and CPT1 (responsible for transport and oxidation of long-chain fatty acids in mitochondria) were suppressed, suggesting that long-chain fatty acids are transported into co-cultured pre-adipocytes and are targeted to peroxisome (which has a preference for very long-chain fatty acids) rather than mitochondria for oxidation. Differential regulation of ACSL1, ACSL3 and ACSL4 in co-cultured pre-adipocytes at 48 h further indicated that different types of fatty acids are present in the pre-adipocytes. Suppression of ACSL1 indicated that although there is fatty acid intake, long-chain fatty acids are not activated to esters, thereby blocking their metabolism. Upregulation of ACSL4, known to have a preference for transport of AA, and its conversion to arachidonate indicates active AA metabolism in co-cultured pre-adipocytes. This is further supported by the upregulation of arachidonate metabolizing enzyme PTGES. Possible ω-hydroxylation of AA and LTB_4_ by the CYP4f group (see Table S1) of enzymes further supports the fact that AA metabolism is enhanced at 48 h in co-cultured pre-adipocytes. Stress hormones appear to downregulate FATP3 at 48 h, implying that cortisol and serotonin probably contribute to higher lipid accumulation, either by dampening the oxidative degradation of long-chain fatty acids or by reducing the transport of long-chain fatty acids into sub-cellular compartments like mitochondria or peroxisomes. Prostaglandins, by-products of arachidonate metabolism, bind to prostanoid receptor G-protein-coupled receptors, leading to increased cyclic AMP concentrations and the activation of a number of signalling transduction cascades. The decrease in PTGS2 (COX2) expression over time (Fig. 2A) hints that prolonged co-culturing might induce an AA-metabolism mediated anti-inflammatory state in pre-adipocytes. Stress hormones like cortisol and serotonin cause higher expression of COX2 (Fig. 2B) and therefore reinforce a pro-inflammatory state in co-cultured pre-adipocytes. Recently it has been suggested that short-chain fatty acids can bind to certain group of G-protein-coupled receptors and trigger inflammation in adipocytes. In this report, upregulation of GPR153 (a member of the same family) at 48 h parallel with increasing adipogenicity, and decreasing pro-inflammation pins down the potential role of short-chain fatty acids as well as this receptor in mediating inflammation. Apart from the production of lipid oxidation by-products, an increase in GLUT1 transcription also presents the possibility of high glucose oxidation. This can result in production of reactive oxygen species, which are a potent inflammation causing agent and might also contribute to the inflammatory status of co-cultured pre-adipocytes.

### Crosstalk between pre-adipocytes and macrophages causes a shift from pro-inflammatory to anti-inflammatory status over time

Our results indicate that although co-cultured pre-adipocytes secrete more pro-inflammatory proteins (IL1a, IL6, CXCL1, PTGS2, CXCL5, CSF2, CSF3, CCL3, CCL4 and MMP3), their secretion decreases with time spent in co-culture. The decrease in the pro-inflammatory transcription profile was accompanied by an increasing secretion of anti-inflammatory proteins like IL19 (a member of the anti-inflammatory IL10 family), IL13Ra and cAMP during co-culture (Fig. 2). It appears that co-culturing pre-adipocytes with macrophages induces a shift from a pro-inflammation to an anti-inflammation secretory profile. This was also supported by the decreasing transcription of FOS, NOD2 and TRAF1 with time, which we attribute to co-culturing (Fig. 4). FOS and JUN dimerize to form AP1 transcription factor, which is essential for activation of a large number of pro-inflammatory cytokines. Similarly, NOD2 is also among the DNA-binding proteins that are required for transcription activation of inflammatory proteins. However, in the presence of the stress hormone cortisol, it appeared that there was a decrease in pro-inflammation and an increase in chemotraction in immune cells, as supported by higher expression of CSF2, CSF2, CSF3 and CXCL5/ RANTES. Serotonin appeared to contribute more to adipose tissue remodelling through MMP3, but also contributed to pro-inflammation, which decreased with time (Fig. 2). This suggested that most probably in hypertrophied adipocytes, cortisol and serotonin act to aggravate the local inflammation by attracting macrophages and extra-cellular matrix remodelling.

Previous studies have reported a link between increased levels of TNFα with macrophage infiltration into adipose tissue (Cawthorn and Sethi, 2008; Fujiya et al., 2014; Weisberg et al., 2003). Our results also support this observation and showed significant activation of TNF signalling pathway in pre-adipocytes due to co-culturing. Although TNF-signalling pathway appeared to be activated due to co-culturing, the signalling, however, decreases with time, as supported by an increase in the production of TNFΑip3 parallel to the drop in the transcription of pro-inflammatory proteins. TNFαpi3 (A20) is a negative feedback regulator of TNF-signalling pathway and NF-κB, and plays essential roles in the homeostasis by preventing inflammation and apoptosis. Both cortisol and serotonin appear to boost secretion of TNFαip3 in pre-adipocytes and thus prevent adipocyte death due to heightened inflammation. This also corroborates well with the anti-inflammatory boosting of cAMP and IL13Ra by the stress hormone cortisol. TNFα and IL6 respond to immune and metabolic changes and can be produced by activation of TLR-signalling through AP1 transcription factor, or through NF-κB. Although TLR signalling appears to contribute to the inflammatory profile of co-cultured pre-adipocytes (Fig. S1) through TRAF6-mediated TLR2/TLR6 complex, the comparative transcriptional change in TLR2 was not significant. The role of TLR13 has not yet been well explored, however it appears to be involved in the crosstalk between pre-adipocytes and macrophages, and interestingly is suppressed by stress hormones. This suggests a potential role for TLR13 in immune-metabolic regulation. It is also interesting to note that, excluding FOS, the inflammatory gene transcription profile of the 24 h cortisol-serotonin treatment was similar to the 48 h no treatment group, indicating that cortisol and serotonin, when acting together, might bring the system close to homeostasis under prolonged activity.

### Inflammatory molecules as sensors of metabolic status

TNFα production is responsive to both immunological and inflammatory regulators and can orchestrate lipid mobilization from pre-adipocytes by inhibiting LPL, CEBP and PPARγ. Although PPARα, γ or δ are not affected due to co-culturing, activation of PPAR signalling pathway after 24 h shows that PPAR signalling genes could possibly be regulated by other factors, and there could be other PPARγ-independent mechanisms of adipogenesis in co-cultured pre-adipocytes. Increased expression of adipogenic mediators after 24 h was almost parallel to the increase in expression of TNF soluble receptors in co-cultured pre-adipocytes after 24 h; however, an accompanying significant TNFα expression was absent. This result implies that TNF signalling in co-cultured pre-adipocytes is essentially paracrine in nature. TNF is established to regulate LPL transcription by downregulating it (Bulló et al., 2002; Kern, 1997). Studies have shown that in isolated adipocytes TNF did not inhibit LPL (Kern, 1988) but did inhibit LPL in whole adipose tissue pieces (Fried and Zechner, 1989), suggesting its role as a paracrine factor. Many other studies have shown that macrophages are the major source of TNFα in adipocyte–macrophage co-cultures (Suganami et al., 2005). In this case too, co-cultured pre-adipocytes show TNF pathway activation without significant TNF mRNA transcription in pre-adipocytes, strongly suggesting that the TNFα is paracrine in nature and has to come from the macrophages. As has been discussed already, co-culturing induces arachidonate metabolism through COX2, which decreases with time along with TNF signalling. The resulting accumulation of arachidonate-metabolism by-products like prostaglandins that are known to induce pro-inflammation thus also decrease with time. Numerous studies have established that macrophages are capable of producing arachidonate (Teslenko et al., 1997), which can be taken up by co-cultured pre-adipocytes (Lu et al., 2004). Thus, co-cultured macrophages could also act as a possible alternate source of arachidonate that can cause chronic energy overload in pre-adipocytes accompanied by pro-inflammatory decline in a paracrine manner. Similarly, expression of IL4Ra also increased at 48 h in co-cultured pre-adipocytes, without an accompanying expression of IL4 (Table S1). Although IL4 has not been established as a potent paracrine regulator of metabolic activity in pre-adipocytes, our report identifies IL4 as a candidate inflammatory cytokine that could be possibly produced by co-cultured macrophages, that could act in a paracrine loop in adipocytes and contribute to metabolic regulations. It has also been seen that adipose tissue TNFα content increased with increasing obesity, however, extremely obese people had relatively low TNFα levels (Kern, 1997). This implies that TNF signalling is controlled by a very strong feedback regulatory mechanism, as is also suggested by the decrease in TNF signalling with increasing adipogenesis in our report. Since the decrease in TNF signalling and pro-inflammation is parallel with the increase in adipogenesis, it is interesting to speculate that inflammatory proteins might act as sensors that can exert metabolic regulation on cells.

### Role of stress hormones in metabolic regulation

It appears that co-culturing did not contribute to pre-adipocyte differentiation or PPARγ mediated adipogenesis. This is why we chose to work with stabilized pre-adipocytes over differentiated adipocytes. Co-cultured pre-adipocytes treated with the stress hormones cortisol and serotonin together expressed higher PPARγ than untreated ones accounting for higher lipid accumulation due to cortisol-serotonin treatment. It is clear that cortisol and serotonin act synergistically to induce higher differentiation and adipogenesis in co-cultured pre-adipocytes. An increase in aquaporins AQP7 (Fig. S3) and AQP11 (see Table S1) with time due to cortisol-serotonin treatment most likely indicates that extracellular glycerol content in the co-culture is high and that AQP7 helps to transport the free glycerol into pre-adipocytes, where they can be used for triglyceride synthesis. This suggests that macrophages in the co-culture might be undergoing lipolysis to account for the extracellular glycerol excess. It was observed that the lipid content of macrophages decreased with time due to treatment with cortisol and serotonin (Fig. S3). Thus the hormones cortisol and serotonin act together to mobilize lipids from macrophages through lipolysis, which act as source for FA bio-synthesis in pre-adipocytes. In addition to this the metabolic by-products of AA (PGs, HETE, PCs) are also potential ligands for PPARγ (Ibabe et al., 2005; Nosjean and Boutin, 2002) and might be responsible for the higher lipid content in cortisol-serotonin treated pre-adipocytes.

## MATERIALS AND METHODS

### Cell culture

Murine pre-adipocyte cells 3T3-L1 and murine macrophage cells RAW 264.7, were purchased from the national cell repository at the National Center for Cell Science (NCCS) at Pune, India. 3T3-L1 pre-adipocytes were cultured in Dulbecco's modified Eagle's medium (DMEM, HiMedia, India) supplemented with 10% (v/v) heat inactivated fetal bovine serum (HiMedia), 1 mM L-Glutamine (Sigma-Aldrich) and Amphotericin-B (Sigma-Aldrich) and Gentamycin (Sigma-Aldrich) at 37°C in humidified atmosphere of 95% air and 5% CO_2_. The medium was renewed every 2–3 days and the cells were harvested for sub-culturing by 0.25% trypsin with 1 mM EDTA (Sigma-Aldrich) for 3 min at 37°C when the confluence reached 70%. RAW 264.7 murine macrophage-like cell line was cultured in DMEM supplemented with 10% (v/v) heat inactivated fetal bovine serum (HiMedia), 2% L-Glutamine and Amphotericin-B and Gentamycin under similar atmospheric conditions. The cells were harvested for sub-culturing at 80% confluence.

Indirect (transwell) co-culture was performed by incubating RAW 264.7 cells (1×10^6^ cells) in 0.4 μm-pore-size cell culture inserts (BD Bioscience) and placing them in six-well plates containing 3T3-L1 adipocytes stabilized for 2 days (1×10^6^ cells). In another set-up, 3T3-L1 (3×10^5^ cells) were grown in 0.4 μm-pore-size cell culture inserts, stabilized for 2 days and then placed in six-well plates containing RAW 264.7 (2×10^6^ cells) macrophage cells. In both, the co-culture set-ups were incubated with 100 µM cortisol, 100 µM serotonin and 100 µM cortisol-serotonin for 6 h, 24 h and 48 h. Both cortisol and serotonin were purchased in powder form from MP Biomedicals (Bulingame, USA) and the stock solution was made in DMSO, while the working solution was made by diluting in Mili-Q water (Millipore). Media change was done after 24 h and the new media was also supplemented with 100 µM cortisol, 100 µM serotonin and 100 µM cortisol-serotonin until harvesting was done. Cells were harvested from the lower well for RNA extraction for each setup and supernatant was collected for cytokine estimation.

### Cytokine detection

TNF-α, IL-1β, IL-6, IL10, IL12 and TGFβ in cell culture supernatants were also measured by ELISA using antibodies for anti-TNF alpha (catalogue no. ab6671), anti-IL1 beta (catalogue no. ab9722), anti-IL6 (catalogue no. ab7737), anti-IL10 (catalogue no. ab9969), anti-IL12 (catalogue no. ab7737) and anti-TGF beta1 (catalogue no. ab64715). ELISA plates were coated with supernatant overnight at room temperature. After 1 h of blocking, antibodies were added to each well and were incubated at room temperature for 6 h. Wells were washed three times with PBS supplemented with 0.5% Tween 20 (PBST). Biotin-conjugated detection antibodies were added and incubated at room temperature for 2 h. Alkaline phosphatase-conjugated streptavidin was then added and incubated at room temperature for 1 h. After three washes, the substrate was added to the wells. Within 45 min, the reaction was stopped by the addition of 50 μl of 1N H_2_SO_4_, and absorbance was assessed using a Bio-Rad microplate reader, model 680 at 450 nm.

### Quantitative PCR

Total RNA from RAW 264.7 or 3T3L1 cells was extracted by using RNeasy Mini Kit (Qiagen). cDNA was synthesized from RNA using AffinityScript One-Step RT-PCR Kit (Agilent, Santa Clara, USA) as per the manufacturer's protocol. Briefly, 5 µg of total RNA was mixed with the buffer containing Affinity Script reverse transcriptase and polyT primer. The mixture was kept in the thermo cycler at 45°C for 30 min to synthesize cDNA. Then the temperature was raised to 92°C for 1 min to deactivate the enzyme.

qRT-PCR reaction was set in a 96-well PCR plate. The template, required primer, buffer and SYBR green along with DNA polymerase were added in PCR plate as per the manufacturer's protocol. The plate was then kept in the q-RT-PCR machine (Mx3005P, Stratagene, La Jolla, USA) and the machine was programmed as follows: 2 min at 92°C to activate DNA polymerase for 1 cycle, 15 s at 92°C for melting and 1 min at 60°C for primer annealing along with extension of the chain and detection of the florescence for 40 cycles, then a program to find out the melting temperature of each product. Cycle threshold values were noted and fold changes of the desired genes were calculated with respect to the control after normalizing with internal control gene β-ACTIN. The qRT-PCR reactions were set up as three technical replicates along with no template control and no primer control.

### Microarray

A separate set of 3T3L1 adipocytes were grown (both grown individually as well as co-cultured) and treated with the stress hormones cortisol 100 µM, serotonin 100 µM and cortisol-serotonin 100 µM for 6 h, 24 h and 48 h as described in the cell-culture section of the Materials and Methods. Total RNA was extracted using RNAeasy Kit (Qiagen). The RNA samples for gene expression were labelled using Agilent Quick-Amp labelling Kit (p/n5190-0444). 2000 ng each of the time matched untreated and cortisol, serotonin and cortisol-serotonin treated RNA samples were incubated with reverse transcription mix at 40°C and converted to double stranded cDNA primed by oligodT with a T7 polymerase promoter. Synthesized double stranded cDNA were used as template for cRNA generation. The cDNA synthesis and *in vitro* transcription steps were carried out at 40°C. cRNA was generated by *in vitro* transcription. In the kinetic study, Cy5 CTP dye was incorporated in co-cultured adipocytes cRNA and was Cy3 CTP dye was incorporated in the cRNA of time matched adipocytes grown alone for all the conditions (no treatment, cortisol, serotonin and cortisol-serotonin). In the comparison study for the effect of cortisol, serotonin and cortisol-serotonin on co-cultured adipocytes at 48 h, Cy3 CTP dye was incorporated in the pooled cRNA from 48 h untreated adipocytes and macrophages grown alone, and Cy5 CTP dye was incorporated in the cRNA of co-cultured adipocytes for all conditions. The labelled cRNA samples were hybridized to 4x44k microarray slides. 825 ng each of Cy3 and Cy5 labelled samples were fragmented and hybridized. Fragmentation of labelled cRNA and hybridization were done using the Gene Expression Hybridization kit of Agilent (part number 5188–5242). Hybridization was carried out in Agilent Surehyb Chambers at 65°C for 17 h. The hybridized slides were washed using Agilent Gene Expression wash buffers (part number 5188–5327). Data extraction from the images was done using Agilent Feature Extraction software Version 10.7.

### Data analysis

Feature extracted data were analysed in the online webserver Arraypipe version 2.7. For the kinetics study, significantly differentially regulated genes were calculated directly as normalized signal ratios of co-cultured adipocytes and adipocytes grown alone for each time-matched condition (i.e. no treatment, cortisol, serotonin and cortisol-serotonin) and genes with 1.5-fold changes and above, were identified. For the comparison study for the effect of cortisol, serotonin and cortisol-serotonin on co-cultured adipocytes at 48 h, normalized CY5 to CY3 signal ratio of cortisol, serotonin and cortisol-serotonin were divided by normalized CY5 to CY3 signal ratio of no treatment to calculate the significantly differentially-regulated genes in each hormonal treatment. Differentially regulated genes parsed with InnateDb (www.innatedb.com) and KEGG pathways and Bioconductor in R to find out the pathways populated with the differentially regulated genes. Heat-maps have been used to represent the fold changes of genes in the form of colour coding. Both Excel and R have been used for the generation of heat-maps. Gene Ontology enrichment was done using Panther (www.pantherdb.org).

In the figures, fold changes are expressed as mean±s.d. of the probe replicates for a given gene in the array.

All other statistical analysis was performed using GraphPad Prism version 5.04 software. Statistically significant differences were assessed using two-way ANOVA, followed by Bonferroni post-test for multiple comparisons. All values are presented as the mean±s.d. Statistical significance was assigned at *P*<0.05.

## Supplementary Material

Supplementary information

# Supplementary material for: Role of murine macrophage in temporal regulation of cortisol- and serotonin-induced adipogenesis in pre-adipocytes when grown together
**Source:** Biol Open. 2018 Aug 10;7(8):bio034629. doi: 10.1242/bio.034629
**Supplement:** Supplementary information

## Supplementary Materials

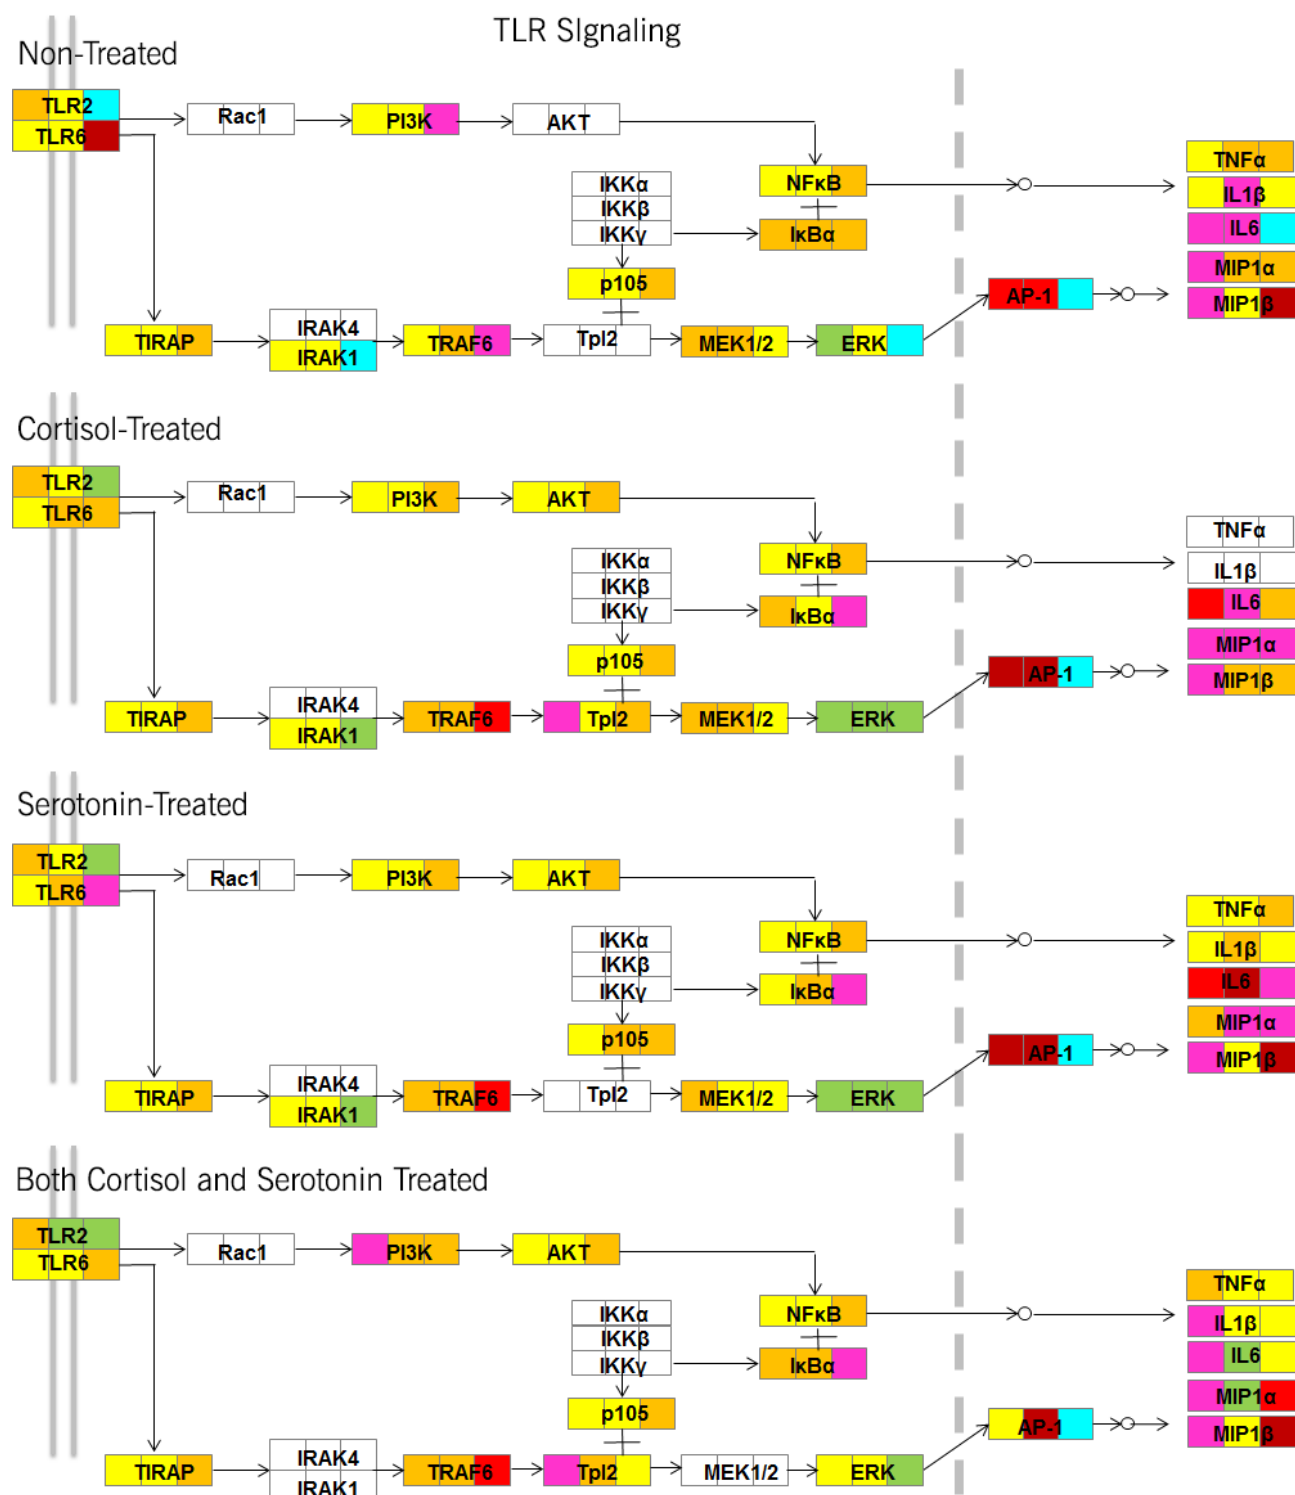

**Fig. S1.** Time dependent TLR pathway gene expression. Kinetics of gene expression at 6, 24 and 48h in TLR signaling pathway following no treatment and treatment with cortisol,

serotonin and cortisol and serotonin together is shown with color coding in VIBGYOR mode, where blue indicates down regulation and red denotes up-regulation and yellow represents no or insignificant changes.

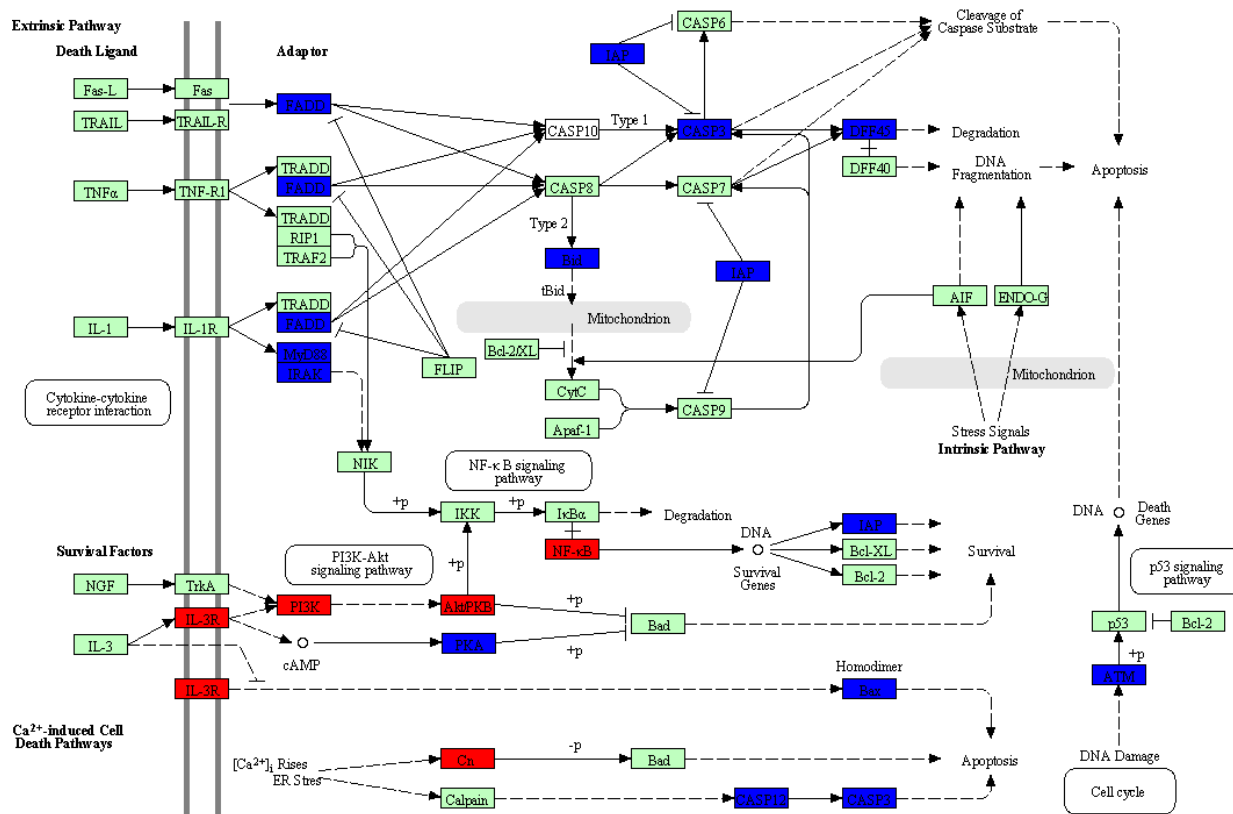

**Fig. S2.** Time dependent gene expression of Death pathway. Apoptotic pathway following treatment with cortisol at 48h is shown. Data is shown with similar color code as described in Fig.S1. Trend of the data for S and CS treatment were also similar.

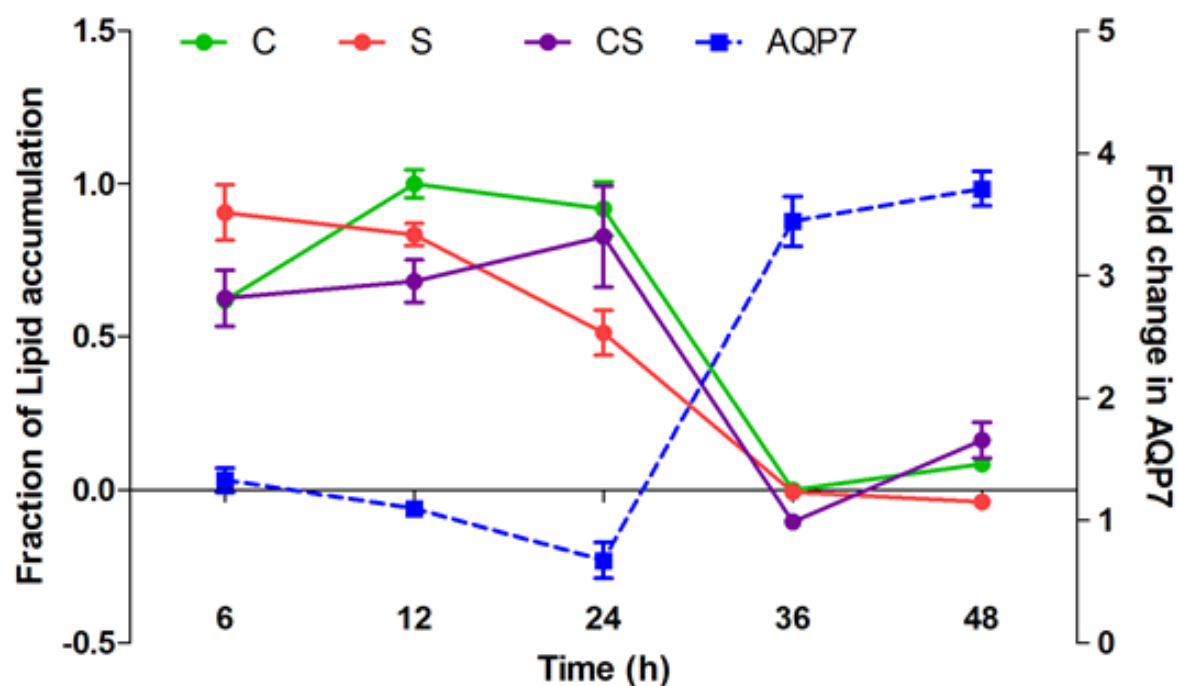

**Fig. S3.** Lipid accumulation. Kinetics of fraction of lipid accumulation following treatment with cortisol (green line), serotonin (red line) and cortisol and serotonin together (purple line) is shown on left 'Y' axis. Kinetics of fold change of AQP7 (blue line) is shown following treatment with cortisol.

**Table S1:** Differential transcription values of genes expressed as fold-changes obtained from microarray of co-cultured adipocytes treated with NT, C, S and CS at 6h, 24h and 48h compared against time-matched adipocytes grown alone; fold-change cut off used is  $\pm 2$ .

|               | 6NT | 6C  | 6S  | 6CS | 24NT | 24C | 24S | 24CS | 48NT | 48C  | 48S  | 48CS |
|---------------|-----|-----|-----|-----|------|-----|-----|------|------|------|------|------|
| LOC101055971  | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 11.3 | 15.9 | 14.7 | 18.1 |
| Gm4470        | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 2.0 | 1.0  | 10.0 | 5.8  | 7.0  | 4.9  |
| A830049F12Rik | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 8.1  | 6.6  | 6.1  | 8.2  |
| Glis1         | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 2.2 | 1.0  | 7.1  | 7.2  | 5.7  | 6.8  |
| Gm22          | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 2.2 | 1.0  | 6.9  | 4.3  | 7.0  | 4.8  |
| Pvrl2         | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 6.8  | 3.2  | 3.1  | 3.6  |
| Lce3c         | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 6.5  | 3.1  | 5.0  | 5.6  |
| Galnt6        | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.7  | 2.7  | 3.8  | 1.0  |
| Grb7          | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.7  | 6.4  | 4.1  | 6.0  |
| Hist1h2bc     | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.7  | 5.6  | 6.9  | 4.8  |
| Il4ra         | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.6  | 3.5  | 3.8  | 3.7  |
| 1110002E22Rik | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.4  | 2.6  | 3.5  | 4.8  |
| Gm10605       | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.4  | 6.2  | 8.2  | 7.4  |
| Ost4          | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.4  | 2.1  | 4.0  | 2.2  |
| Plch2         | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.3  | 3.0  | 3.3  | 3.2  |
| Gzmm          | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 2.1 | 2.5  | 5.2  | 5.0  | 5.4  | 5.2  |
| Cdk5r1        | 1.0 | 2.2 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.2  | 7.9  | 6.6  | 9.0  |
| Gm5088        | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.2  | 5.7  | 5.4  | 5.5  |
| BC100530      | 1.0 | 1.0 | 1.0 | 1.0 | 1.0  | 1.0 | 1.0 | 1.0  | 5.2  | 8.7  | 10.3 | 8.2  |

Table S2A

CS C S type

Table S2B

CS C S type

|               |      |      |     |      |          |      |     |      |      |
|---------------|------|------|-----|------|----------|------|-----|------|------|
| Nlk           | -1.3 | -1.4 | 3.0 | S-up | Txndc11  | -1.3 | 2.1 | -1.1 | C-up |
| Racgap1       | 1.2  | -1.1 | 3.0 | S-up | Hist1h1c | 1.2  | 2.1 | 1.3  | C-up |
| Sbds          | 1.1  | -1.1 | 3.0 | S-up | Mpo      | 1.1  | 2.1 | -1.0 | C-up |
| Mettl7a3      | -1.5 | -3.2 | 2.8 | S-up | Olfr691  | -1.1 | 2.1 | -1.1 | C-up |
| Zfp653        | -1.7 | -2.0 | 2.8 | S-up | Pax3     | -1.0 | 2.0 | -1.0 | C-up |
| Fam69c        | -1.0 | 1.1  | 2.7 | S-up |          |      |     |      |      |
| Slc25a26      | -1.2 | 1.0  | 2.7 | S-up |          |      |     |      |      |
| Pnlip         | 1.7  | 1.4  | 2.7 | S-up |          |      |     |      |      |
| Slc16a8       | 1.2  | -1.0 | 2.6 | S-up |          |      |     |      |      |
| Reep4         | 1.1  | 1.0  | 2.6 | S-up |          |      |     |      |      |
| Gm1082        | -1.0 | 1.0  | 2.6 | S-up |          |      |     |      |      |
| Slc37a4       | 1.0  | -1.2 | 2.6 | S-up |          |      |     |      |      |
| Odf2          | -1.0 | 1.0  | 2.6 | S-up |          |      |     |      |      |
| Nrp           | 1.4  | 1.1  | 2.5 | S-up |          |      |     |      |      |
| Yipf3         | 1.2  | -1.1 | 2.5 | S-up |          |      |     |      |      |
| Nalp1b        | -3.2 | -2.6 | 2.5 | S-up |          |      |     |      |      |
| Sema3c        | -1.0 | 1.1  | 2.5 | S-up |          |      |     |      |      |
| 4933415E08Rik | 1.1  | -1.1 | 2.5 | S-up |          |      |     |      |      |
| Lsm6          | 1.9  | 1.1  | 2.4 | S-up |          |      |     |      |      |
| Olfr498       | 1.4  | 1.5  | 2.4 | S-up |          |      |     |      |      |
| Sirt2         | 1.2  | 1.2  | 2.4 | S-up |          |      |     |      |      |
| Pitx3         | -1.1 | 1.1  | 2.3 | S-up |          |      |     |      |      |
| Lepr          | -1.0 | 1.1  | 2.3 | S-up |          |      |     |      |      |
| Dctn1         | -1.1 | -1.3 | 2.3 | S-up |          |      |     |      |      |
| Gm13125       | 1.1  | 1.2  | 2.2 | S-up |          |      |     |      |      |
| Kdm4b         | 1.3  | 1.2  | 2.2 | S-up |          |      |     |      |      |
| Mboat1        | 1.2  | -1.1 | 2.2 | S-up |          |      |     |      |      |
| Zfp189        | 1.1  | -1.0 | 2.2 | S-up |          |      |     |      |      |
| Pdcd7         | -1.1 | 1.2  | 2.2 | S-up |          |      |     |      |      |
| Cblb          | 1.1  | 1.2  | 2.2 | S-up |          |      |     |      |      |
| Alpi          | 1.0  | 1.1  | 2.2 | S-up |          |      |     |      |      |
| Pdcd1         | -1.1 | -1.2 | 2.2 | S-up |          |      |     |      |      |
| Fdx1l         | -1.0 | -1.1 | 2.1 | S-up |          |      |     |      |      |
| Krtap16-1     | -1.2 | -1.0 | 2.1 | S-up |          |      |     |      |      |
| Gm10037       | -1.2 | -1.1 | 2.1 | S-up |          |      |     |      |      |
| Cd1d1         | 1.0  | -1.1 | 2.1 | S-up |          |      |     |      |      |
| Dpm1          | 1.1  | 1.1  | 2.0 | S-up |          |      |     |      |      |
| Qdpr          | -1.2 | 1.3  | 2.0 | S-up |          |      |     |      |      |
| Fabp12        | 1.1  | 1.1  | 2.0 | S-up |          |      |     |      |      |
| Fbxl17        | -1.1 | -1.1 | 2.0 | S-up |          |      |     |      |      |
| Al132709      | 1.2  | 1.0  | 2.0 | S-up |          |      |     |      |      |

**Table S3:** Differential transcription values of genes that were uniquely up-regulated or uniquely down-regulated due to treatment with **(CS)**, expressed as fold-changes obtained from microarray of co-cultured adipocytes treated C, S or CS at 48h compared against time-matched untreated co-cultured adipocytes as compared against untreated adipocytes after 48h of co-culturing with macrophages. Fold-change cut off used is +/- 2.

| Genes      | up  | Genes         | down |
|------------|-----|---------------|------|
| Olfr381    | 3.2 | Pbrm1         | -8.3 |
| 1785C21Rik | 3   | Htr3a         | -3.6 |
| Lypd6b     | 3   | Col19a1       | -3.2 |
| Vpreb3     | 3   | Slc16a5       | -3.1 |
| Phactr3    | 3   | 4930517G19Rik | -3.1 |
| D1379A8Rik | 3   | Pex7          | -3.0 |
| Gm5148     | 2.9 | Slc22a13b-ps  | -3.0 |
| Supt6      | 2.9 | Mrpl36        | -2.9 |
| Pemt       | 2.9 | C80998        | -2.8 |
| Hcn2       | 2.9 | Gm15753       | -2.7 |
| Loxl3      | 2.8 | 2600006L11Rik | -2.7 |
| Olfr566    | 2.8 | Fgb           | -2.6 |
| Gm1576     | 2.8 | Olfr324       | -2.6 |

|              |     |
|--------------|-----|
| Galnt16      | 2.2 |
| Chrnd        | 2.2 |
| D7Ert143e    | 2.2 |
| Mrpl34       | 2.2 |
| Ccdc92       | 2.1 |
| 4933411G6Rik | 2.1 |
| Zfp74        | 2.1 |
| Ublcp1       | 2.1 |
| Tmem39a      | 2.1 |
| Nlrp9c       | 2.1 |
| Smad2        | 2.1 |
| Gm111        | 2.1 |
| Gm5465       | 2.1 |
| Mlh1         | 2.1 |
| Nfkbil1      | 2.1 |
| Ceacam-ps1   | 2.1 |
| Ccdc24       | 2.1 |
| Preb         | 2.1 |
| Cela2a       | 2.1 |
| Slc6a9       | 2.1 |

How the deposited data were processed for this re-analysis (not part of the article)

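The comparison study measured RNA of 3T3-L1 pre-adipocytes and macrophages that had shared a transwell co-culture, at 48 h, with no treatment, cortisol, serotonin or cortisol-serotonin. There were 8 arrays on 2 slides, 1 per cell line and treatment. The kinetic study at earlier time points, the co-cultures against cells grown alone, the RT-PCR, the ELISA and the lipid staining have no deposited file in this series and were left out.

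The authors scanned the arrays with Agilent Feature Extraction, version 10.5.1.1 by the sample labels and the files' makers, which is not the version named in the paper's methods. Each deposited scanner file holds the median signal and median background intensity of both channels per spot, without any normalization across arrays. The files hold no mean signals, so the median signals were used where mean signals had been planned. The same deposited files hold Feature Extraction's background-subtracted, dye-normalised processed signal intensities, its log10 ratio of Cy5 to Cy3 with an error, and the p-value that the authors' software gives that ratio; the p-value compares a sample with the reference and was not used. A series matrix deposited by the authors holds 1 value per spot and array. Its values match the log10 ratio of the scanner files within 0.005 for all 43020 spots of each array, so its scale is log10 and its direction Cy5 over Cy3; the median of each column is 0, and 7654 to 13869 values per array are exactly 0. Differences between arrays in that table were multiplied to the log2 scale.

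Background was corrected with normexp (offset 50) and log2 ratios were normalised by loess within each array in limma 3.58.1 (R 4.3.3), with control spots given no weight and then left out, and with spots that the scanner marked as outliers left out. Spots of one probe were averaged, which left 39429 probes. A probe's accession was looked up in a RefSeq gene table (assembly GRCm38.p6, used for names only): 27508 probes (69.8%) matched 20886 genes, and the other 11511 names are those of the files. A gene took the mean of its probes well above background in both channels on the arrays compared. A gene below background on one array has only a bound there, and such genes were counted apart. The treated array minus the untreated array of the same cell line cancels the reference. The dyes are stated in the methods, and the lowest correlation of log ratios between any 2 arrays was -0.241, between the cell lines.

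Median Cy5 signals were 62 to 79 units on the arrays of 3T3-L1 cells and 51 to 103 on those of macrophages, over backgrounds of 26.5 to 28; no spot was saturated. Among 14306 probes, the log ratios of the arrays labelled serotonin and cortisol-serotonin of 3T3-L1 cells had a correlation of 0.983, and those labelled cortisol and untreated 0.900. With 1 array per condition the number of arrays limits the precision. Slide and cell line coincide, and each treatment has the same position on both slides, so position and treatment cannot be told apart.

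Before the data were examined, the arrays were assigned to conditions from their labels, and the designs, the alternatives, 20 gene lists (611 listed genes) and the rule for the genes named in the text were fixed. The rule names the genes that the paper names for this study; per hormone and cell line, the 8 largest rises and falls among named genes 2-fold changed the same way in both comparisons of the hormone; the 8 largest rises and falls of cortisol-serotonin only; up to 4 members of each list described; and the 5 largest values in each part of Tables S2A, S2B and S3, which had been seen. Genes outside the rule are said to be chosen after their values were seen. The lists cover AA metabolism, fatty acid elongation, PPAR signalling, adipocyte differentiation, cholesterol synthesis, lipid, glucose and monocarboxylate transport, glycolysis and hypoxia, the glucocorticoid response, serotonin receptors, synthesis and clearance, cytokines and chemokines, TNF and NF-kB targets, Toll-like receptors, the interferon response, the unfolded protein response, the cell cycle, the extracellular matrix and its remodelling, macrophage activation states, macrophage markers, fibroblast and pre-adipocyte markers, and reference genes.

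Single comparisons were counted at a 2-fold change, with the error of Feature Extraction beside named values. A list's median was placed among 10000 random lists of the same size drawn from 10 bins of signal. Comparisons that share no array were set against each other by Pearson's r and Spearman's rho across genes. Overlaps of comparisons that share the untreated array were set beside 100 simulations of unchanged arrays and beside independent lists. A limma model with effects of cortisol and serotonin within each cell line, added without an interaction of the hormones, was fitted over the 8 arrays with Benjamini-Hochberg adjustment at 0.05. Tested on simulated data for the cortisol effect in 3T3-L1 cells, with 200 of 10995 genes changed, it found 98.5% of changes of 1 and 100% of changes of 2 on the log2 scale, and called 20 and 27 unchanged genes. These shares hold for simulated data and do not give the share found on the real arrays. For serotonin in 3T3-L1 cells, 32 genes were at least 2-fold higher and 16 lower in both comparisons, of 12962. The model passed 8 and 4 of 10995, so passing no gene for cortisol does not exclude 2-fold effects.

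The 7 alternatives were Feature Extraction's processed signals, no background correction, median centring in place of loess, the Cy5 channel alone after quantile normalization, the series matrix, no filter on dim probes, and the brightest probe of a gene in place of the mean; for the genes of the paper's tables, where no filter was used, the alternative was the filter. The limma model was also fitted without each array in turn and within 1 cell line. After the data had been seen, the classes of genes changed under 1 treatment only were also counted without the array labelled cortisol and without the array labelled serotonin, and the 7 alternatives were also applied to the counts and correlations in macrophages. Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.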

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

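The tests of the labels, the normalization and the macrophage share in the first pattern, and the other settings for the counts in macrophages were chosen after the result was seen, and the tests of the fibroblast markers in macrophages were set before it. Of the label test, the first form covered only the 60 Table S2A genes listed as higher with cortisol and cortisol-serotonin; it was widened to all 180 genes after that result was seen.

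Genes of the glucocorticoid response, outside those the paper discusses, were higher on the array labelled serotonin of 3T3-L1 cells than on the untreated array: Zbtb16 by 1.94, Pdk4 by 1.43 and Fkbp5 by 1.32 on the log2 scale. On the array labelled cortisol-serotonin they were higher by 1.96, 1.53 and 1.45, and on the array labelled cortisol Zbtb16 was at -0.19, Pdk4 at 0.74 and Fkbp5 at 0.14. Over the list, the array labelled serotonin lay above the array labelled cortisol by a median of 0.69. The tables argue against normalization or background correction as the cause, since the lowest such median over the alternatives was 0.46 (with no filter on dim probes). They also argue against a smaller share of macrophage RNA, which would raise the fibroblast and pre-adipocyte markers by about as much as the list; their median on the array labelled serotonin was -0.094, and 0.044 in the Cy5 channel alone. An exchange of cortisol and serotonin between the labels stays open. If the labels and Tables S2A and S2B were exchanged against each other, some probe should show the values of a table's gene in all 3 columns more often after an exchange. Within 0.25 on the log2 scale this held for 115 of 180 genes after an exchange and for 87 as labelled. By part it was 56 against 12 of the 60 genes listed as higher with cortisol and cortisol-serotonin, 41 against 10 of the 48 listed as higher with serotonin, and 18 against 65 of the 72 listed as higher with cortisol, so the parts point both ways. On the arrays of macrophages, which the tables are not about, the counts were 119 and 75, so the count over all genes does not discriminate. Among the 21 genes with a value of at least 4-fold in the tables, 16 had such a probe after an exchange and 1 as labelled (13 against 0, 1 against 0 and 2 against 1 by part), against 1 and 1 on the arrays of macrophages. These large values matched more often after an exchange, but the arrays favour that outcome. In 3T3-L1 cells 50 genes were at least 2-fold higher on the arrays labelled serotonin and cortisol-serotonin and not on that labelled cortisol. For cortisol and cortisol-serotonin and not serotonin there were 4, so few probes could match as labelled. In macrophages 11 and 34 genes were 2-fold changed for cortisol and cortisol-serotonin, so few large values could match there. No matching probe was one of the gene's own. The counts do not settle an exchange, nor whether the labels or the tables would be the exchanged ones. The RT-PCR of AP2 in Fig. 6B, higher with cortisol than with serotonin at 48 h, runs against the array labels for Fabp4, as it would if they were exchanged, and does not settle them. The higher CSF2 and CSF3 that the paper gives for cortisol run the way of the labels. Csf2 was at 1.59 on the array labelled cortisol and -0.91 on the array labelled serotonin, and Csf3 at 1.84 and 0.79. CSF3 separates the labels little, since the paper gives it as rising with time under serotonin too. Ccl4, which the paper says cortisol appeared to suppress, was at -0.46 and -1.88 on these arrays. Mmp3, through which it says serotonin appeared to act on tissue remodelling, was at 0.22 and -1.23. Mmp3 runs against the labels. Ccl4 was lower on both arrays, and more so on the array labelled serotonin, so it separates the labels little. The paper took all of these from its kinetic arrays (Figs 2 and 4), which set co-cultured cells against cells grown alone. They bear on the labels used in its text, in another comparison, and not on an exchange made before the arrays were labelled. A response of the genes of the glucocorticoid list to serotonin itself is a biological explanation that was not tested.

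The paper reports no result from the arrays of macrophages. In these macrophages 11 genes were at least 2-fold changed on the array labelled cortisol, 116 on the array labelled serotonin and 34 on the array labelled cortisol-serotonin. These counts depend on the processing, at 65, 446 and 122 from Feature Extraction's processed signals and 112, 1043 and 693 in the Cy5 channel alone. The direction under the label serotonin turns with it, from 81 higher and 35 lower to 170 and 276 and to 291 and 752. In both comparisons of cortisol, the sulfotransferase Chst1 was lower, by -1.16 against untreated and -1.13 for cortisol-serotonin against serotonin. In both comparisons of serotonin, S100a8 was higher by 2.55 and 1.87, Cited1 by 1.38 and 1.32, Flywch2 by 1.29 and 1.26 (the second -0.47 in the Cy5 channel alone) and Saa3 by 1.34 and 1.15, and Cd5 was lower, at -1.30 and -1.09. Feature Extraction's error of the first comparison was 0.35 for S100a8 and 0.80 for Saa3. No gene passed the limma model for either hormone in macrophages (285 and 370 of 10995 at an unadjusted p under 0.05 for cortisol and serotonin).

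The array labelled serotonin of macrophages stands apart from the other arrays in its signals. Its median Cy5 signal was 103 units, against 51 to 61 on the other arrays of this line, and the median raw log2 ratio was -0.5, against -1.21 to -1.09. Fibroblast and pre-adipocyte markers had a median of 0.59 on it against the untreated array, led by Col3a1 at 2.00 (error 1.00) and Fn1 at 0.95 (error 1.31). The rise was not limited to this array: the markers had a median of 0.37 on the array labelled cortisol-serotonin (0.34 in the Cy5 channel alone) and 0.23 on the array labelled cortisol (-0.04 in the Cy5 channel alone), each of the 3 medians above all 10000 random lists. Both technical explanations that were tested stay open, and the tables argue against neither. RNA of 3T3-L1 cells in this sample may add to these markers: 387 other genes at least 8 times higher on the untreated array of 3T3-L1 cells than on that of macrophages had a median of 0.322, against -0.04 for the remaining genes. The cells of the co-culture are separated by a membrane, and how such RNA would enter was not tested. Normalization may also add to them, since in the Cy5 channel alone the median was 0.027 and Col3a1 lay at -0.66. A response of the macrophages to serotonin was not tested.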

How the results depend on the processing

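The classes without the array labelled cortisol or serotonin, the settings for the counts and correlations in macrophages and the test by other splits of the arrays were chosen after the result was seen, and every other alternative was set before. Of 217 counts and correlations under an alternative, 155 stayed within 1.5 times the count, or 0.1 of the correlation, reported in the text, and 62 did not. The 155 include counts of 0 that stayed at 0, such as limma counts for cortisol. Such counts say little about how robust the results are, so the share that stayed overstates it.

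Genes at least 2-fold changed in 3T3-L1 cells were 226 for cortisol, 168 for serotonin and 191 for cortisol-serotonin. From Feature Extraction's processed signals they were 604, 374 and 363 (413, 95 and 99 under 1 treatment only, against 181, 49 and 64), and from the series matrix 601, 374 and 361 (412, 96 and 98). With median centring they were 2575, 7625 and 6738 (1104 for serotonin only and 345 for cortisol-serotonin only); since the median of all genes then lies at 0.596, 1.081 and 1.002, these counts hold that shift. From the Cy5 channel alone there were 420 for serotonin and 595 for cortisol-serotonin (153 and 316 under that treatment only), and with no filter on dim probes 256 for serotonin (121 and 108 for serotonin only and cortisol-serotonin only). The class of cortisol-serotonin only held 155 genes without the array labelled serotonin, which leaves 1 condition fewer for a gene to stay below 2-fold, and 71 without the array labelled cortisol. The share of higher genes, 25.7% for cortisol, 42.3% for serotonin and 55.0% for cortisol-serotonin, became 39.7% for cortisol-serotonin with Feature Extraction's signals, 39.6% with the series matrix, 43.7% with no background correction (17.4% for cortisol, 33.1% for serotonin), 36.4%, 51.9% and 67.1% in the Cy5 channel, and 99.8%, 100% and 100% with median centring. Apart from the shift and the class built on fewer arrays, the cause was not tested.

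The correlation of the 2 cortisol comparisons, -0.126, was -0.292 with median centring; the other alternatives stayed within 0.1 of it, and that of the serotonin comparisons stayed within 0.1 of 0.288 under all 7. The limma model passed 12 genes for serotonin in 3T3-L1 cells; it passed 3 from Feature Extraction's signals, 3 from the series matrix, 0 from the Cy5 channel (436 at an unadjusted p under 0.05, against 1461), 4606 with median centring, 29 with no filter and 336 in a fit of that line alone, which also passed 1 gene for cortisol. For serotonin in macrophages it passed 1 with median centring and 1 in the Cy5 channel, against 0; for the difference between the lines in the serotonin effect 10 with median centring and 3 with no filter, against 0; and for serotonin over both lines 16 with median centring, against 0. Leaving out each array in turn, the genes passing ranged from 0 to 150 for serotonin in 3T3-L1 cells (0 without any array of that line, 150 without any array of macrophages), 0 to 0 for cortisol there, 0 to 34 and 0 to 44 for cortisol and serotonin in macrophages, 0 to 24 and 0 to 29 for the differences between the lines, and 0 to 0 and 0 to 4 over both lines; the condition left with no array in a line is then estimated from the additive model, and the spread is assumed alike in all conditions. Each such fit has 1 residual degree of freedom fewer. In the fits with effects within each line, the line that lost an array is fitted exactly, and the spread comes from the other line. The prior degrees of freedom were 3.88 without an array of 3T3-L1 cells and 33.6 without one of macrophages. The refits without each array of a line share this spread and are not independent checks. Otherwise the cause was not tested.

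In macrophages, the genes at least 2-fold changed, 11, 116 and 34 for cortisol, serotonin and cortisol-serotonin, were 65, 446 and 122 from Feature Extraction's signals, 64, 444 and 119 from the series matrix, 112, 1043 and 693 in the Cy5 channel, 84, 394 and 125 with no filter, and 17 for cortisol with median centring. The correlation of the 2 cortisol comparisons, 0.010, was -0.404 in the Cy5 channel and -0.095 with no filter, and that of the serotonin comparisons, 0.067, was -0.106 in the Cy5 channel. The cause was not tested.

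Members of AA metabolism at least 2-fold changed, 1, 0 and 0 for cortisol, serotonin and cortisol-serotonin, were 12, 16 and 13 with median centring, and those of fatty acid elongation, 0 each, were 11, 16 and 15, within the shift of all genes. The correlation of the serotonin column of Tables S2A and S2B with the files, 0.057, was 0.174 over probes well above background and -0.124 in the Cy5 channel.

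Of 3542 values of named genes under the 7 alternatives, 3345 kept their sign, 3011 moved by less than Feature Extraction's error, 520 moved by more and 11 that were 2-fold changed reversed. In the Cy5 channel Cadm1 was at 0.314 and Lyz1 at 0.49 for cortisol-serotonin, and in macrophages Flywch2 was at -0.466 for cortisol-serotonin against cortisol, Ccn1 at -1.177 and Col3a1 at -0.655 for serotonin. With median centring Ifit1 was at 0.058 for cortisol-serotonin, and for serotonin Chac1 was at 0.008, Gpr153 at 0.196, Mmp3 at 0.146, Spp1 at 0.718 and Trib3 at 0.232; each stays below that setting's median. For the Cy5 channel the cause was not tested.

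For the effects over both cell lines, 33 of the 35 splits of the 8 arrays could be fitted. The real split passed 0 genes for each hormone and the highest other split 5 and 1 for cortisol and serotonin, so all 33 splits pass as many by construction and this count decides nothing. At an unadjusted p under 0.05, 28 of 33 splits gave as many genes as the real 264 for cortisol and 6 of 33 as many as the real 790 for serotonin, with 1400 and 1648 in the highest other, so chance cannot be excluded at that threshold. For cortisol, splits with several times the real count point to a structure of the samples other than this hormone.

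No paired analysis was possible because each condition has 1 array and the replicate numbers pair no samples. A fit with the slide as a block cannot be told apart from one with a term for the cell line, since slide and cell line coincide. Signal over background limits the measured genes: on one array only of the pair compared, 1129 genes above background for cortisol, 1261 for serotonin and 1504 for cortisol-serotonin have a bound in place of a fold, at least 2-fold higher for 192, 142 and 65 of them; in the other direction 758, 632 and 579 have one, at least 2-fold lower for 118, 131 and 149.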

Differences from the paper's values

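The paper's Tables S2A, S2B and S3 give signed fold changes against the untreated co-culture, where a fall carries a minus sign. For the genes with the largest values in each part, the paper's value and the value from the files differed for all 22 genes that have a probe under a current name. Only Tmem192, Nfatc3, Uqcrc2, Scfd2, Psmc5, Il20rb, Rheb, Lypd6b and Pbrm1 have a probe well above background on the arrays compared. For the others the fold comes from probes near background, where a ratio is pressed towards 1, and it measures no change. For cortisol-serotonin, the paper's values are 13.6 for Tmem192, 10.1 for Nfatc3, 6.9 for Sfn and 6.5 for Uqcrc2, and the files gave 1.06, -1.32, -1.18 and 1.01. For serotonin, the paper's values are 8.4 for Scfd2, 4.0 for Olfr582, 3.8 for Klhl23, 3.4 for Wfdc6b and 3.3 for Psmc5, and the files gave 1.23, -1.05, 1.25, -1.17 and 1.08. For cortisol, the paper's values are 5.5 for Mmp28, 4.8 for AY761185, 3.9 for Tbx20, 3.9 for Il20rb and 3.8 for Rheb, and the files gave 1.02, -1.26, -1.04, 1.37 and -1.14. For Table S3, on the array labelled cortisol-serotonin, the paper's values are 3.2 for Olfr381, 3.0 for Lypd6b, 3.0 for Vpreb3, 3.0 for Phactr3, -8.3 for Pbrm1, -3.6 for Htr3a, -3.2 for Col19a1 and -3.1 for Slc16a5, and the files gave -1.03, -1.01, -1.65, 1.01, 1.29, 1.10, 1.08 and -1.03. Of the alternatives set before the data were examined, only median centring brought 1 of these within 1.5 times the paper's value, Psmc5 at 2.58 on the array labelled serotonin, and Feature Extraction's processed signals, no background correction, the Cy5 channel alone, the series matrix and the brightest probe brought none. Over the probes well above background of the 9 genes named first, none came within 1.5 times.

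Across the 154 genes of Tables S2A and S2B with a value, the correlation of the log2 values with the files was -0.022 for the cortisol-serotonin column, -0.105 for cortisol and 0.057 for serotonin, and 72, 77 and 63 genes had the same direction. Over the 85 with a probe well above background the correlations were -0.029, -0.025 and 0.174. No listed gene was 2-fold changed in its listed direction here. For the genes that Table S2A marks as lower with serotonin, the direction counted was that of cortisol-serotonin, and that of serotonin was not counted. Under the alternatives some were: from Feature Extraction's signals 3 of 44 genes listed as higher with cortisol and cortisol-serotonin, 2 of 44 listed as higher with serotonin, 2 of 66 listed as higher with cortisol, and in Table S3 1 of 83 listed as higher and 1 of 55 listed as lower, with the same counts from the series matrix; from the Cy5 channel alone 0, 0, 1, 1 and 4; with median centring, which shifts all genes upwards, 9, 14, 6, 19 and 0; and with the brightest probe or over probes well above background 1 of the first group.

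Table S3 lists 103 genes as higher and 66 as lower with cortisol-serotonin only, at a threshold of 2-fold, and the files gave 40 and 24. The lower count lay within 1.5 times the paper's from Feature Extraction's signals (47), from the series matrix (47) and with no filter on dim probes (48), and the higher count under none of the alternatives set before the data were examined, from 31 with no background correction to 344 with median centring. Counted without the array labelled serotonin, which was chosen after seeing the values, the class held 91 higher and 64 lower genes, within 1.5 times of both, and it left out all 75 genes of Table S3 that were measured there. Of the genes of Table S3, 0 of 74 measured were in the class here, and in the Cy5 channel alone 2 of 74.

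The paper states that AA metabolism was affected by serotonin and cortisol-serotonin and was not affected by cortisol. At a 2-fold threshold the files gave 0 changed genes on the arrays labelled serotonin and cortisol-serotonin and 1, Akr1c18 (log2 1.14), on the array labelled cortisol; the paper names no threshold for a pathway. It states that fatty acid elongation was affected by serotonin, and in the files all 22 measured genes changed less than 2-fold, Tecr most on the array labelled serotonin (log2 0.50). With median centring 16 genes of each list were 2-fold higher on the array labelled serotonin, under the shift of all genes.

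By RT-PCR at 48 h the paper gives AP2 as about 5.6 for cortisol, about 1.4 for serotonin and about 8.4 for cortisol-serotonin in Fig. 6B, read by eye. On the arrays Fabp4 (AP2) was 1.00-fold for cortisol, 4.75-fold for serotonin and 5.50-fold for cortisol-serotonin, in RNA of another assay. For cortisol-serotonin the arrays and the RT-PCR both show a rise. The paper's statement that its microarrays showed no significant change in Pparg stands beside log2 differences of 0.24, 0.47 and 0.61 here, all below 2-fold.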

Other observations

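The tests of why Tables S2A and S2B differ from the files, and the other settings for the correlations in macrophages, were chosen after the result was seen.

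The values of Tables S2A and S2B do not follow the values of the same genes in the files. Another normalization, background correction or filter is argued against as the cause, since the highest correlation over the 7 alternatives and the 3 columns was 0.174. Gene names displaced against the values in these tables stay open as a candidate explanation. Values of at least 4-fold are rare on the arrays, and 21 genes of the tables have one. For 16 of these 21, some probe of another gene on the arrays of 3T3-L1 cells was within 0.25 on the log2 scale of the table's value in all 3 columns, each of the 16 with cortisol and serotonin exchanged and 1 as labelled; on the arrays of macrophages 1 of 21 had such a probe. For no gene of the tables was the matching probe one of its own gene. This test was first run on the 60 genes listed as higher with cortisol and cortisol-serotonin and was widened to all 180 genes after that result was seen; of the large values, 13 of 17 matched in that part, 1 of 2 among those listed as higher with serotonin and 2 of 2 among those listed as higher with cortisol. The match uses any probe of the array, so it shows that such values occur in these arrays and not which gene they belong to. The arrays of macrophages are a weak comparison for it. They hold fewer 2-fold changed genes for cortisol and cortisol-serotonin, 11 and 34 against 226 and 191 in 3T3-L1 cells.

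Macrophage transcripts on the arrays of 3T3-L1 cells and pre-adipocyte transcripts on the arrays of macrophages moved with the treatments. Genes at least 8 times higher on the untreated array of macrophages had a median log2 difference of -0.102 for cortisol, -0.468 for serotonin and -0.348 for cortisol-serotonin on the arrays of 3T3-L1 cells. Genes at least 8 times higher on the untreated array of 3T3-L1 cells had a median of 0.135, 0.322 and 0.199 on the arrays of macrophages.

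On the arrays of macrophages, glucocorticoid response genes had a median of -0.112 for cortisol (22 genes), 0.157 for serotonin (23 genes) and -0.001 for cortisol-serotonin (22 genes), with Ddit4 at 1.74, Lcn2 at 1.63, Saa3 at 1.34 and Mt2 at 1.01 on the array labelled serotonin. Macrophage markers had medians of -0.049, -0.139 and -0.357, and on the array labelled cortisol-serotonin the myeloid transcription factor gene Spi1 was at -1.21 and Itgam at -1.05. Genes of the extracellular matrix had medians of 0.462 for serotonin and 0.283 for cortisol-serotonin. In the Cy5 channel alone the macrophage marker medians for cortisol and serotonin were 0.080 and 0.161, so their direction depends on the normalization. The 2 serotonin comparisons of this line had a correlation of 0.067 across 12064 genes, and the 2 cortisol comparisons 0.010. In the Cy5 channel alone these were -0.106, with 164 genes at least 2-fold changed in opposite directions, and -0.404.

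In 3T3-L1 cells the medians of the lists not given at a claim were, for cortisol, serotonin and cortisol-serotonin, 0.072, -0.098 and -0.063 for TNF and NF-kB targets, 0.149, -0.154 and 0.077 for Toll-like receptors, -0.143, 0.023 and -0.014 for the unfolded protein response, -0.144, -0.183 and -0.025 for glycolysis and hypoxia, -0.063, -0.233 and 0.047 for lipid, glucose and monocarboxylate transport, 0.135, -0.418 and -0.306 for macrophage activation states, 0.183, 0.174 and 0.137 for the cell cycle, -0.152, -0.094 and 0.005 for fibroblast and pre-adipocyte markers, -0.153, -0.039 and 0.029 for reference genes, and 0.004, -0.036 and 0.065 for PPAR signalling. Of the serotonin receptors, synthesis and clearance, 2 genes were measured, the transporter Slc6a4 at -0.24, -0.63 and -0.54 and the oxidase Maoa at -0.05, 0.33 and 0.08.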
